# Skewing in Arabidopsis roots involves disparate environmental signaling pathways

**DOI:** 10.1186/s12870-017-0975-9

**Published:** 2017-02-01

**Authors:** Eric R. Schultz, Agata K. Zupanska, Natasha J. Sng, Anna-Lisa Paul, Robert J. Ferl

**Keywords:** Transcriptomics, Root skewing, Root waving, Morphometrics, Microarray, *Arabidopsis thaliana*

## Abstract

**Background:**

Skewing root patterns provide key insights into root growth strategies and mechanisms that produce root architectures. Roots exhibit skewing and waving when grown on a tilted, impenetrable surface. The genetics guiding these morphologies have been examined, revealing that some Arabidopsis ecotypes skew and wave (e.g. WS), while others skew insignificantly but still wave (e.g. Col-0). The underlying molecular mechanisms of skewing and waving remain unclear. In this study, transcriptome data were derived from two Arabidopsis ecotypes, WS and Col-0, under three tilted growth conditions in order to identify candidate genes involved in skewing.

**Results:**

This work identifies a number of genes that are likely involved in skewing, using growth conditions that differentially affect skewing and waving. Comparing the gene expression profiles of WS and Col-0 in different tilted growth conditions identified 11 candidate genes as potentially involved in the control of skewing. These 11 genes are involved in several different cellular processes, including sugar transport, salt signaling, cell wall organization, and hormone signaling.

**Conclusions:**

This study identified 11 genes whose change in expression level is associated with root skewing behavior. These genes are involved in signaling and perception, rather than the physical restructuring of root. Future work is needed to elucidate the potential role of these candidate genes during root skewing.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-017-0975-9) contains supplementary material, which is available to authorized users.

## Background

Plant roots have been long studied and yet investigations of root behavior, physiology, and biochemistry continue to be actively explored on every level [1–6]. The work presented here seeks further insights into root growth strategies by focusing on two distinct growth patterns of root growth, skewing and waving. Skewing is when the steady-state growth direction of a root deviates from the direction of the gravity vector and waving is when the root undulates back and forth over time along its direction of growth [7–14]. Skewing and waving have been described as gravity-enhanced touch responses, since these root patterns are notably present when a plant is grown on a tilted, impenetrable surface. Current models require that gravity pulls the root tip down onto the tilted surface, which increases the mechanical impedance to growth, and results in root skewing and root waving [15]. However, recent spaceflight experiments with *Arabidopsis thaliana* (Arabidopsis) on the International Space Station (ISS) have shown that certain ecotypes have roots that deviate from vertical growth (at a magnitude similar to skewing on the ground) and wave in the absence of gravity [16–18]. These ecotypes that exhibit spaceflight skewing are also the ecotypes that exhibit terrestrial skewing when grown at an angle [16–18]. The degree of skewing in spaceflight was consistent with previous terrestrial observations, but the waving pattern was different from what was typically observed on the ground [17]. The causes of skewing – and subsequently, the genes involved – are currently unknown. The goal of this study is to discover which genes are associated with root skewing through transcription microarrays.

Other root tropisms exist as a result of environmental interaction, which likely impact the degree of root skewing and root waving. Touch responses, or thigmotropism, involves many genes that interact with auxin and can subsequently alter growth patterns [11, 19–28]. Plants also determine their growth in relation to the gravity vector, resulting in a gravitropic set-point angle (GSA), which is most commonly associated with lateral organ growth relative to the primary organ [29]. GSA is driven by auxin and TRANSPORT INHIBITOR RESPONSE 1/AUXIN SIGNALING F-BOX (TIR1/AFB)-dependent signaling, in a process similar to gravitropism [30–32]. Light can alter GSA for different plant systems [33], and light in general plays a role in root patterning and growth direction [34–42]. Additional tropisms include halotropism [39, 43, 44], chemotropism [45], hydrotropism [46], all of which can alter root growth response (reviewed in [3]).

Many hypotheses exist for the underlying molecular mechanisms and key genes responsible for root skewing and root waving. As a result, a wide variety of genes have been implicated as involved in these growth patterns. Hormone related pathways and processes are among the candidates, such as ethylene involvement in root waving [10] and auxin and tryptophan biosynthesis in both skewing and waving [47, 48]. The cytoskeleton is also involved in skewing and waving [7, 18, 49, 50], including *WAVE-DAMPENED 2* (*WVD2*; At5g28646) and *WVD2-LIKE 1* (*WDL1*; At3g04630) genes, which alter cell expansion through microtubule bundle organization [51]. Many genes involved in molecular patterning, signaling, phosphorylation, and cell wall structure are also involved in root skewing and waving. Guanosine triphosphate (GTP)-binding proteins [11], cell expansion gene *ROOT HAIR DEFECTIVE 3* (*RHD3*; At3g13870) with putative GTP-binding motif [13], *CLAVATA*-related genes [52], protein phosphatase/PP2A *ENHANCED ETHYLENE RESPONSE 1* (*RCN1*; At1g25490; [53]), serine/threonine protein kinases *WAG1* and *WAG2* (At1g53700 and At3g14370, respectively; [54]), and *KNOTTED-LIKE FROM ARABIDOPSIS THALIANA 1* (*KNAT1*; At4g08150; [55]) are all associated with morphological change in root skewing or root waving. The SKU family of genes were identified through phenotypic changes in root behavior, with *SKU5* (At4g12420) and related genes being involved with cell wall modification and root growth [56] and *SKU6* (At2g03680) and family being involved with cortical microtubule and directional cell expansion [50]. While no single pathway has been identified in the literature as responsible for root skewing or for root waving, several different pathways have evidence for being involved.

Skewing and waving are functionally separable using genetics [7, 12, 13, 51, 57]. The physiological separation of skewing from waving within a ecotype can be accomplished by using the environment, particularly the tilt angle of the growth plate, and can also occur in spaceflight [16–18]. The degree to which growth plates are tilted is referred to as the Angle of the growth plate (A_gp_). Typically, plates are tilted backward such that plants are above the media surface, at A_gp_ 45°. For many Arabidopsis ecotypes, growth at A_gp_ 45° results in roots that both skew and wave. When growth plates are tilted forward, such that plants are below the media surface, at A_gp_ 135°, Arabidopsis roots skew with reduced waving, similar to the pattern observed in spaceflight. Growth plates held vertically are A_gp_ 90° and are considered as the controls for growth angle, as roots on vertical plates generally do not skew or wave.

This study aims to discover additional genes associated with root skewing through transcription microarray analyses of Arabidopsis roots exhibiting different patterns of waving and skewing. Gene expression profiles were derived from Arabidopsis that displayed different root growth behaviors in various growth environments in order to identify gene activities associated with skewing and waving. Identified genes were validated using qRT-PCR and evaluated using previous studies for likelihood of involvement with the skewing process.

## Results

### Arabidopsis ecotypes skew and wave differently from one another in different growth environments

Arabidopsis ecotypes Wassilewskija (WS) and Columbia (Col-0) differ in their skewing and waving behaviors, where WS demonstrates strong skewing and waving while Col-0 waves like WS but does not greatly skew, which was a growth pattern observed in spaceflight and on the ground (selected references: [14, 17, 49]). These two ecotypes were grown at three growth angles (A_gp_ 45°, 135°, or vertical control of A_gp_ 90°) to produce different root phenotypes (Figs. 1 and 2). 

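RNA from the roots of seedlings aged 8 days was hybridized to Affymetrix ATH1 arrays, with 3 arrays for each of the 6 combinations of ecotype and angle and 18 arrays in all. Seedlings at A_gp_ 45° and 135° had spent 3 days upright and 5 days tilted, and seedlings at A_gp_ 90° had spent 8 days upright. Each array carried the RNA of 5 roots, so a p-value here measures the spread between arrays and not between single roots, and the number of arrays limits the precision. The authors deposited MAS5 signals from Affymetrix Expression Console on a linear scale, on which the mean signal of every array, with 2% of the values trimmed at each end, is 500. The median signal of an array lay between 192.1 and 207.7. A value of 32 was added to each signal before the log2 was taken, and the arrays were then quantile normalized. A fold change on this scale understates the change of a signal that is near or below 32.
A limma model with a mean for each of the 6 groups was fitted to the 18 arrays, and p-values were adjusted by the Benjamini-Hochberg method over 22746 probe sets. A gene is counted as altered below when its log2 fold change was over 1 in size and its p under 0.05, first with the unadjusted p, which is the threshold of the paper, and then with the adjusted p. Of the probe sets, 13513 carry the name of 1 gene, 503 match several genes and 8730 have no gene name here, and the last 2 kinds are counted but not named. Lists of genes by function were fixed before the data were examined, and limma's camera test compared each list with all other probe sets at an assumed correlation of 0.01 between genes. Across probe sets, which are not independent replicates, Pearson's r was 0.986 to 0.992 between arrays of the same group and 0.984 to 0.991 between angles of an ecotype. Between ecotypes r was 0.968 to 0.976, and the first principal component held 45.1% of the variance. The ratio of the 3' to the 5' actin probe set, which rises as RNA degrades, was 6.06 on Col-0 A_gp_ 90° replicate 2 and 6.05 on WS A_gp_ 90° replicate 3, and 4.76 or less on every other array.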

Plants were grown for 3 days vertically, then moved to each respective A_gp_ for 5 more days, resulting in steady-state behavior in each of the A_gp_.

**Fig. 1:**
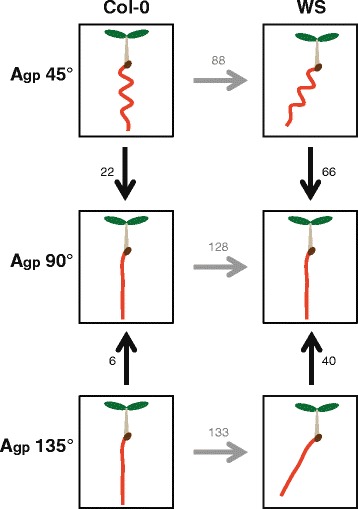
Various comparisons of microarray data reveals different genes involved in root skewing and waving. *Arrows point* to control used in each experiment. *Vertical arrows* indicate comparisons within ecotypes, horizontal arrows indicate comparisons between ecotypes. Eight-day experiment designed to isolate each permutation of root skewing and root waving and identify genes responsible. Vertical comparisons reveal genes responsible for changing the root growth pattern in response to different A_gp_ – for WS, these genes correlate to skewing and waving phenotypes. Horizontal comparisons reveal genes responsible for differences in skewing and waving for Col-0 and WS roots. Numbers indicate gene transcripts with different levels of transcripts from controls. Significance cutoffs of |log_2_(FC)| > 1, *p* < 0.05

**Fig. 2:**
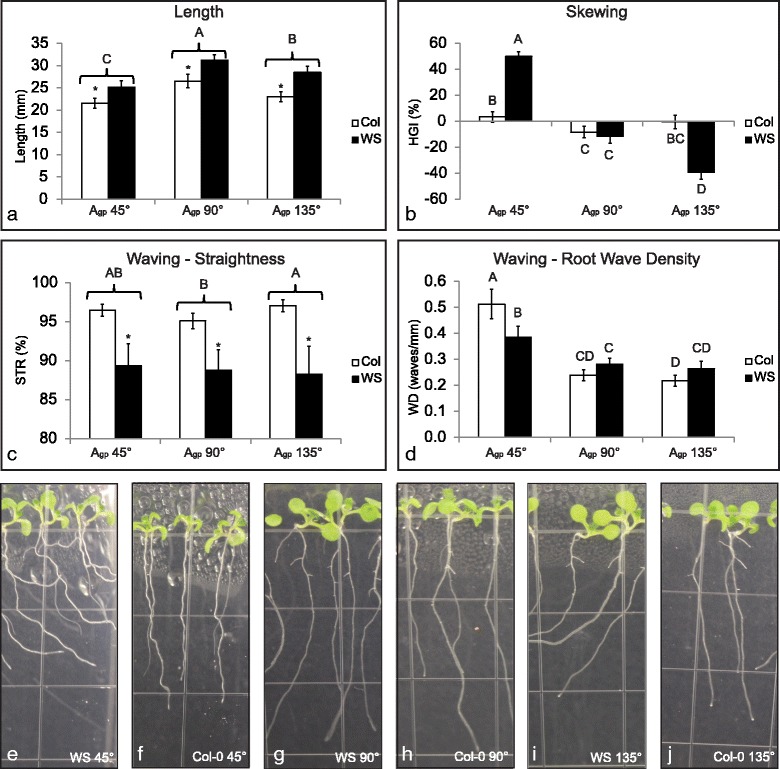
WS roots grown at A_gp_ 135° skew with reduced waving, while WS roots grown at A_gp_ 45° both skew and wave. Plants were grown vertically for 3 days on 0.5% Phytagel agar media, moved to their respective growth conditions, and grown for 5 more days. Plants were imaged, harvested, and fixed in RNAlater 8 days after germination (5 days after gravistimulation). Bars represent means (average *n* = 43) and error bars represent 95% confidence interval. Measurements were conducted using ImageJ plugin JFilament [106–108] and were processed using custom R scripts available on GitHub [109]. For comparisons where interaction of the two independent variables is significant, results of Scheffé’s method are represented with letters. Bars with different letters are different from one another (*p* < 0.05). For comparisons where interaction of the two independent variables is not significant, brackets and stars are used in addition to letter codes (*p* < 0.05 = *). Brackets indicate grouped measurements; all bars for one unit on the x-axis are compared to other bars for other x-axis units, and are represented by the significance indicator above the bracket. **a** Length of primary root. Roots grown at A_gp_ 90° were the longest, followed by roots grown at A_gp_ 135°, and roots grown at A_gp_ 45° were the shortest. Col-0 roots were shorter than WS roots. **b** Horizontal growth index of primary root. WS roots skewed more than Col-0 roots when grown at A_gp_ 45° and 135°. **c** Straightness of primary root. WS roots were less straight than Col-0 roots. **d** Root wave density. Roots grown at A_gp_ 45° had the highest WD. **e** Representative image of WS at A_gp_ 45°. **f** Representative image of Col-0 at Agp 45°. **g** Representative image of WS at A_gp_ 90°. **h** Representative image of Col-0 at A_gp_ 90°. **i** Representative image of WS at A_gp_ 135°. **j** Representative image of Col-0 at A_gp_ 135°. All images (courtesy of author) were taken through media

The first analysis compared transcriptional differences within a ecotype caused by the environmental condition of A_gp_, specifically differences between WS roots grown at A_gp_ 90° and WS roots grown at A_gp_ 45° or 135°, and the differences between Col-0 roots grown at A_gp_ 90° and Col-0 roots grown at A_gp_ 45° or 135°. Only the A_gp_ influenced the differences in gene expression and root morphology. Roots were quantified following parameters identified in previous work [12, 58] using protocols outlined in the Materials and Methods section. The arrows in Fig. 1 represent comparisons analyzed. Figure 1 also shows a diagram of the root morphology for each genotype under each A_gp_.

The second analysis compared transcriptional differences between ecotypes at each A_gp_ (e.g. differences between Col-0 and WS roots grown at A_gp_ 45°). In this case, the ecotype influenced gene expression and morphology at the given A_gp_. The horizontal arrows in Fig. 1 show these comparisons.

This matrix of comparisons allows two overlapping approaches to using differential expression to identify genes associated with skewing. WS roots skew significantly more than Col-0 roots at A_gp_ 135° and significantly more than WS roots at A_gp_ 90° (see Fig. 1). At A_gp_ 45° WS roots skew more than Col-0 roots, but both WS and Col-0 roots also wave at 45°. Quantification of root morphometrics is found in Fig. 2, using horizontal growth index (HGI; trigonometric relationship between the overall angle of growth and length of the root), straightness (STR; straight-line length of the root from start point to end point divided by the actual length of the root), and wave density (WD; waves per millimeter along root length). Comparisons involving A_gp_ 45° allow the removal of waving as a confounding factor in the gene expression analyses.

### Col-0 roots showed 24 significantly altered transcripts related to A_gp_, most of which may be involved in waving.

These comparisons are represented by the vertical arrows in the left column of Fig. 1, with the numbers indicating the number of significantly altered transcripts from each comparison (significance cutoffs of |log_2_(fc)| > 1; *p* < 0.05). False discovery rate (FDR) corrections are found in Table 1.

**Table 1:**
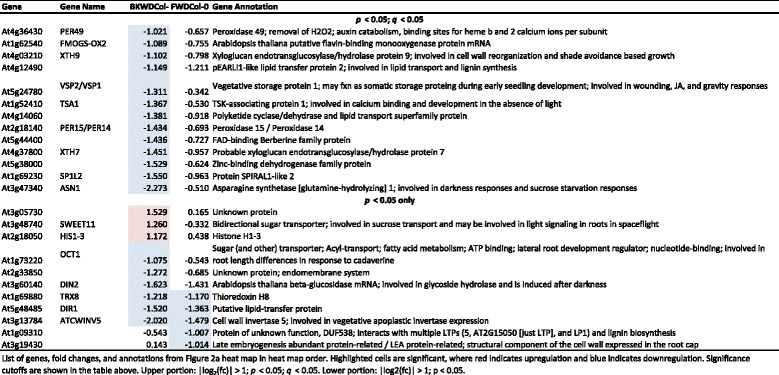
Comparing different growth angles to vertical within Col-0

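In Col-0 roots at A_gp_ 45°, the transcript of *SP1L2* had a log2 fold change of -1.47 against A_gp_ 90° (standard error 0.249, adjusted p = 0.0599 from limma, n = 3 arrays per group). *SP1L2* belongs to the *SPIRAL1* family, whose proteins bind cortical microtubules. Its signal was 435 ± 94.2 at A_gp_ 45° and 1280 ± 475 at A_gp_ 90° (SD, n = 3). AT5G44400, a member of the berberine bridge enzyme family, had a log2 fold change of -1.45 (standard error 0.232, adjusted p = 0.0503), AT2G33850 one of -1.25 (standard error 0.295, adjusted p = 0.252) and AT4G14060 one of -1.13 (standard error 0.22, adjusted p = 0.119). These 4 genes were chosen for Col-0 after their values were seen, because they were altered in WS at the same angle.
By the unadjusted p, 4 probe sets were higher and 16 were lower, and 9 of the 20 carry a single gene name (2 higher and 7 lower). The adjusted p left 0 higher and 3 lower, none of the 3 with a gene name here, and the smallest adjusted p was 0.0282. With a pseudocount of 1, or with only the compared groups in the fit, limma called 0 by the adjusted p, against 415 and 19 by the unadjusted p. Of all probe sets, 12.7% had 3 tilted arrays that did not overlap the 3 upright arrays, where chance gives 10%.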

When gene expression profiles of roots grown at A_gp_ 45° were compared to A_gp_ 90°, 22 genes were shown to be differentially regulated, three of which were upregulated and 19 of which were downregulated (Fig. 3a). Col-0 plants grown at A_gp_ 45° had roots that waved but did not skew as compared to the roots of plants grown at A_gp_ 90°. Thus these 22 differentially expressed genes were associated with a root waving and but not root skewing.

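The list of expansins, which loosen plant cell walls, and expansin-like genes was lower as a group in Col-0 roots that waved. Of 23 expansins on the list, 12 had a named probe set here. The mean log2 fold change of the 12 was -0.21, and 4 of them had a positive value (camera, adjusted p = 0.0119). The call did not hold with the correlation estimated from the arrays (adjusted p = 0.21 with an estimated correlation). Of single expansins, 0 rose, 0 fell and 12 did not pass limma's test over all probe sets. At an unadjusted p under 0.05, 4 were lower, and these 4 also fell when adjusted over the list alone, namely *EXLA3* (log2 fold change -0.69), *EXLB1* (-0.60), *EXLA1* (-0.59) and *EXLA2* (-0.57). All 4 are expansin-like genes. The 10 probe sets with an *EXPA* symbol had a mean of -0.0088 and a median of 0.0077, so the fall was not shown for them. From the waving of these roots without skewing, the paper concludes that the genes altered in Col-0 at A_gp_ 45° go with waving and not with skewing.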

**Fig. 3:**
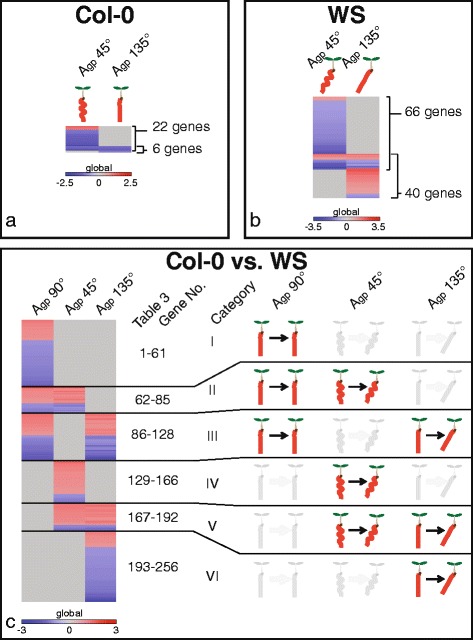
Comparison of transcriptomes as they relate to morphology. Heat maps illustrate differences generated by angle of the growth plate (A_gp_) or genetic differences. **a** Genes with altered transcription within Col-0 compared to the control of A_gp_ 90°. Col-0 had 22 gene transcripts altered at A_gp_ 45 ° and 6 altered at A_gp_ 135°. Data in the heat map corresponds with data in Table 1. **b** Genes with altered transcription within WS compared to the control of A_gp_ 90°. WS had 66 altered gene transcripts at A_gp_ 45° and 40 altered at A_gp_ 135°. Data in heat map corresponds with data in Additional file 1: Table S2. **c** Transcript comparisons between Col-0 and WS ecotypes – a genetic comparison – with morphological diagrams corresponding to each of the categories (I-VI) of gene expression profile. Transcripts between the ecotypes were removed if they were altered at the same level at all A_gp_. For example, if the transcript for *Gene A* was downregulated 2 fold in all conditions, it was removed. This comparison between Col-0 and WS had 128 altered gene transcripts at A_gp_ 90°, 88 altered between Col-0 and WS at A_gp_ 45°, and 133 altered between Col-0 and WS at A_gp_ 135°. Data in heat map corresponds to data in Additional file 2: Table S3.

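Col-0 roots tilted forward showed the fewest altered transcripts of the 4 comparisons with upright growth. At A_gp_ 135°, 0 probe sets were higher and 2 were lower by the unadjusted p, and 0 passed the adjusted test in limma, whose smallest adjusted p was 0.616. Without a minimum fold change, 808 probe sets were higher and 723 lower at an unadjusted p under 0.05. With no change at all, a share of 0.05 of the 22746 probe sets is expected under this p. Each single array left out moved the count, which was 8, 11 and 9 without Col-0 A_gp_ 90° replicates 1, 2 and 3, and 7, 6 and 1 without Col-0 A_gp_ 135° replicates 1, 2 and 3. A pseudocount of 1 gave 351, with 192 higher and 159 lower. The share of probe sets whose tilted and upright arrays did not overlap was 11.8%, against 10% by chance.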

Comparison of gene expression profiles of roots grown at A_gp_ 135° with profiles of roots grown at A_gp_ 90° (Fig. 3a), revealed only 6 genes that were differentially regulated between the two growth conditions. All 6 of these genes were downregulated. Morphologically, Col-0 roots grown at A_gp_ 135° were not significantly different from those grown at A_gp_ 90° (Fig. 2). Four genes out of these six were also present among the significantly differentially expressed genes in the A_gp_ 45° comparison to A_gp_ 90°, with just 2 being unique (At1g09310; a protein of unknown function with DUF538 and At3g19430; a protein related to late-embryogenesis abundant proteins, Table 1).

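AT3G19430 had a log2 fold change of -0.91 in Col-0 roots at A_gp_ 135° (standard error 0.257, adjusted p = 0.654), with a signal of 113 ± 38.3 against 238 ± 59.5 at A_gp_ 90° (SD, n = 3). At A_gp_ 45° its log2 fold change was 0.08. AT1G09310 had a log2 fold change of -0.88 at A_gp_ 135° (standard error 0.367, adjusted p = 0.732), with a signal of 103 ± 13.0 against 258 ± 186, and of -0.47 at A_gp_ 45°. The value of AT1G09310 at A_gp_ 135° was -0.40 without Col-0 A_gp_ 90° replicate 2 and -1.35 without replicate 3 of that group. Neither gene passed the adjusted test at either angle in Col-0, and both values at A_gp_ 135° were under 1 in size.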

Thus the 18 genes unique to the A_gp_ 45° comparison to their 90° controls may represent genes associated with root waving, but not skewing. Many different processes were associated with these 18 genes identified, such as cell wall structure (*XTH7*, *XTH9*) and sugar transport (*SWEET11*, *OCT1*; Table 1).

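*SWEET11*, a sucrose efflux transporter, had a signal of 838 ± 196 in Col-0 roots at A_gp_ 45° and 452 ± 356 at A_gp_ 90° (SD, n = 3). The log2 fold change of 1.18 did not pass the adjusted test (standard error 0.584, adjusted p = 0.695). It was 0.44 without Col-0 A_gp_ 90° replicate 3 and 1.75 without replicate 2 of that group. *OCT1* had a log2 fold change of -1.01 (standard error 0.404, adjusted p = 0.598), from 102 ± 74.6 to 30.0 ± 21.7, a signal under the value of 32 added before the log2, so its change is understated. Of the 9 genes of sugar transport and cleavage with a named probe set, 0 rose, 0 fell and 9 did not pass limma's test. This held both over all probe sets and adjusted over the list alone, and 2 were higher at an unadjusted p under 0.05. Their mean log2 fold change was 0.16 and their median -0.0014, and the test, upward in sign, gave an adjusted p of 0.659. Of 33 xyloglucan endotransglucosylase/hydrolases on the list, 10 had a named probe set here, and *XTH7* and *XTH9* are not among them. The 10 had a mean of -0.0094 (0.07 with a pseudocount of 1) and a median of 0.03 (camera, adjusted p = 0.892). By limma 0 rose, 0 fell and 10 did not pass, with 1 higher and 2 lower at an unadjusted p under 0.05. None passed when adjusted over the list alone.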

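In Col-0, AT4G12490 and a probe set without a gene name were lower at both angles by the unadjusted p, and no other probe set was altered at both. These 2 were all the altered probe sets of A_gp_ 135° and left 18 of the 20 of A_gp_ 45°. Both comparisons use the same upright arrays, which alone makes lists share genes. In 100 simulated sets of unchanged angles with shared upright arrays, 8 shared as many or more and the highest shared 8. By limma's adjusted p the lists shared 0 probe sets, since A_gp_ 135° had none.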

Only four genes had altered transcript levels at both A_gp_ 45° and 135°, meaning that they responded to both the backward and forward tilted growth environments (Fig. 3a). All four of these genes were downregulated at approximately the same levels in both conditions. These genes were *At4g12490* (a pEARLI1-like LTP), *THIOREDOXIN H8* (*TRX8*; At1g69880), *DEFECTIVE IN INDUCED RESISTANCE 1* (*DIR1*; At5g48485; putative LTP), and *CELL WALL INVERTASE 5* (*ATCWINV5*; At3g13784).

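AT4G12490, the pEARLI1-like lipid transfer protein, had a signal of 890 ± 258 in upright Col-0 roots, 305 ± 78.0 at A_gp_ 45° and 385 ± 74.4 at A_gp_ 135° (SD, n = 3). All 3 tilted arrays lay below all 3 upright arrays at each angle. The log2 fold change was -1.45 at A_gp_ 45° (standard error 0.295, adjusted p = 0.155) and -1.13 at A_gp_ 135° (adjusted p = 0.616). At A_gp_ 45° it fell with a pseudocount of 100 (-1.28, adjusted p = 0.0488) and without the 40% dimmest probe sets (adjusted p = 0.0486).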

### WS showed 92 significantly altered transcripts related to A_gp_, revealing candidates genes involved in skewing

These comparisons are represented by the vertical arrows in the right column of Fig. 1. The number of genes with significantly altered transcripts is located next to the appropriate arrow in Fig. 1 (significance cutoffs of |log_2_(fc)| > 1; *p* < 0.05). False discovery rate (FDR) corrections are found in Additional file 1: Table S2.

At A_gp_ 45°, WS produces roots that both skew and wave compared to the roots grown vertically (A_gp_ 90°). Gene expression profiles revealed that WS that were grown at A_gp_ 45° had 66 genes with altered transcription in roots compared to A_gp_ 90°. 

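In WS roots tilted backward, the expansin-like gene *EXLA3* fell by 1.85 on the log2 scale (standard error 0.205, adjusted p = 0.000824), from a signal of 182 ± 31.5 to 31.2 ± 19.0 (SD, n = 3), near the value of 32 added before the log2, so its fall is understated. *SP1L2* fell to 270 ± 53.1 from 807 ± 119, a log2 fold change of -1.44 (standard error 0.249, adjusted p = 0.0105). The log2 fold change of AT5G44400 was -2.22 (standard error 0.232, adjusted p = 0.000802). *XTH21* rose by 0.98 (standard error 0.202, adjusted p = 0.0285) and *XTH32* fell by 0.52 (standard error 0.106, adjusted p = 0.0282). The call of *SP1L2* was lost without WS A_gp_ 90° replicate 3 (adjusted p = 0.0578) and without WS A_gp_ 45° replicate 1 (adjusted p = 0.0559). That of *XTH21* was lost with a pseudocount of 1 (adjusted p = 0.0558) and without WS A_gp_ 90° replicate 2 or 3 or WS A_gp_ 45° replicate 1 or 3 (largest adjusted p of 0.124), and that of *XTH32* without any 1 of 5 arrays, WS A_gp_ 90° replicate 3 being the exception (largest adjusted p of 0.111). Without both arrays with the highest actin 3'/5' ratio, chosen after seeing the data, *SP1L2* (adjusted p = 0.0708) and *XTH21* (adjusted p = 0.133) also lost the call.
By the unadjusted p, 5 probe sets were higher and 46 were lower at A_gp_ 45° than at A_gp_ 90°, a share of 90.2% lower. By the adjusted p, 2 were higher and 40 were lower, and 23 of these 42 carry a single gene name (1 higher and 22 lower). Without a minimum fold change, 36 were higher and 188 lower by the adjusted p. A pseudocount of 1 moved the share that was lower to 58.5% of 585 probe sets by the unadjusted p and to 89.4% of 66 by the adjusted p. With only the compared groups in the fit, 9 probe sets passed the adjusted test, AT5G44400 and AT4G22730 among them, and every other named gene called here lost its call (adjusted p of 0.0522 to 0.17). Of all probe sets, 17.2% had tilted arrays that did not overlap the upright arrays, where chance gives 10%.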

Nine of the 66 genes were upregulated, while 57 were downregulated (Fig. 3b and Additional file 1: Table S2). These genes may represent those involved in both skewing and waving processes. 

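In WS roots that skewed and waved, AT2G33850 had a log2 fold change of -1.70 (standard error 0.295, adjusted p = 0.0107) and AT5G06730, a peroxidase, one of -1.65 (standard error 0.254, adjusted p = 0.00691). AT4G12490 fell from 208 ± 80.6 to 50.1 ± 23.8 (SD, n = 3), a log2 fold change of -1.58 (adjusted p = 0.0171). AT5G17700, of the MATE efflux family, had a log2 fold change of -1.31 (adjusted p = 0.00127), AT4G22730, a receptor-like kinase, one of -1.30 (adjusted p = 0.00174), AT4G14060 one of -1.30 (adjusted p = 0.00967) and the small heat shock protein AT1G52560 one of -1.26 (adjusted p = 0.0121). Without WS A_gp_ 45° replicate 1, the calls of AT2G33850 (adjusted p = 0.057), AT4G12490 (0.0876), AT4G14060 (0.0516) and AT1G52560 (0.0578) were lost. AT4G12490 also lost its call without WS A_gp_ 90° replicate 3 (0.0863) or WS A_gp_ 45° replicate 2 (0.0512), and AT1G52560 without WS A_gp_ 90° replicate 1 (0.0582). Without both arrays with the highest actin 3'/5' ratio, an alternative chosen after seeing the data, AT4G12490 (0.0927), AT4G14060 (0.0622) and AT1G52560 (0.0553) lost theirs.
Of the 12 expansins, 0 rose, 1 fell (*EXLA3*) and 11 did not pass the test over all probe sets. When adjusted over the list alone, 1 rose (*EXPA9*, 0.35) and 5 fell, and the mean log2 fold change of the list was -0.37 (camera, adjusted p = 0.0004). The call did not hold with the correlation estimated from the arrays (adjusted p = 0.0823 with an estimated correlation). The list's fall in WS was not shown to differ from that in Col-0 (camera on the interaction, adjusted p = 0.504), nor was that of *EXLA3* (interaction -1.17, standard error 0.29, adjusted p = 0.485). Of the 10 xyloglucan endotransglucosylase/hydrolases, 1 rose, 1 fell and 8 did not pass (1 rose and 2 fell when adjusted over the list alone, list adjusted p = 0.652). Of the 9 genes of sugar transport and cleavage, 0 passed limma's test, 2 were higher at an unadjusted p under 0.05, and 1 rose when adjusted over the list alone (list adjusted p = 0.453). The paper proposes that the genes altered in this comparison take part in both skewing and waving.

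**Figure D1:**
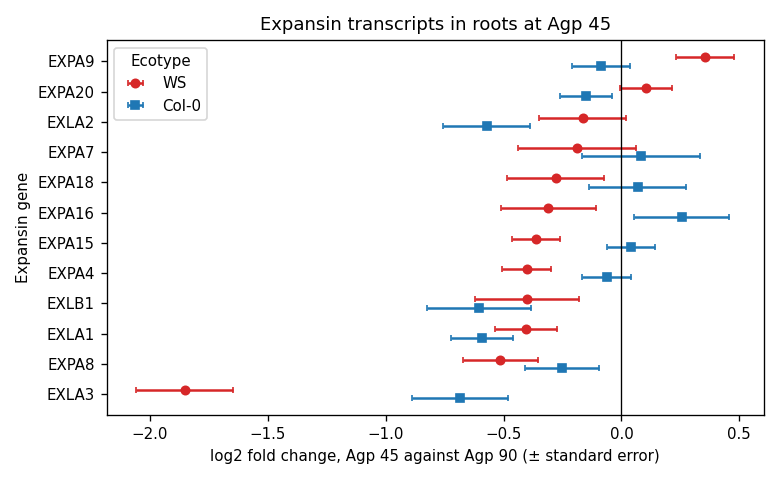
Log2 fold change at A_gp_ 45° against A_gp_ 90° of the 12 expansins with a named probe set, in WS (red circles) and Col-0 (blue squares). Bars give the standard error from the model (n = 3 arrays per group). In WS, 2 expansins lie above 0 and *EXLA3* lies lowest, at -1.85, and in Col-0 4 lie above 0.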

Processes associated with these genes include lipid transfer (*AZELAIC ACID INDUCED 1* [*AZI1*; At4g12470], *CELL WALL-PLASMA MEMBRANE LINKER PROTEIN* [*CWLP*; At3g22120]), pectin methylesterase inhibition (At5g62330, At2g01610), and peroxidase activity (*PEROXIDASE 49* [*PER49*; At4g36430], *PEROXIDASE 53* [*PER53*; At5g06720]; Additional file 1: Table S2).

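The pectin methylesterase inhibitor genes AT5G62330 and AT2G01610 moved in opposite directions in WS roots at A_gp_ 45°. AT5G62330 rose from a signal of 106 ± 36.1 to 310 ± 51.4 (SD, n = 3), a log2 fold change of 1.38 (standard error 0.242, adjusted p = 0.0115), a call lost without WS A_gp_ 90° replicate 3 (adjusted p = 0.0653) and without WS A_gp_ 45° replicate 1 (adjusted p = 0.0578). AT2G01610 fell from 820 ± 90.8 to 369 ± 64.5, a log2 fold change of -1.06 (standard error 0.172, adjusted p = 0.00794). The peroxidase gene AT4G36430 fell from 2430 ± 308 to 972 ± 223, a log2 fold change of -1.29 (standard error 0.267, adjusted p = 0.0285). Its call was lost with a pseudocount of 1 (adjusted p = 0.0612) and without any 1 of 5 of the 6 arrays compared, WS A_gp_ 45° replicate 3 being the exception (largest adjusted p of 0.134, without WS A_gp_ 45° replicate 1). All 3 calls were lost without both arrays with the highest actin 3'/5' ratio, an alternative chosen after seeing the data (adjusted p of 0.0816 for AT5G62330, 0.0562 for AT2G01610 and 0.113 for AT4G36430).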

When grown at A_gp_ 135° WS produces roots that skew without waving (Fig. 2). 

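In WS roots that skewed without waving, 3 named genes passed the adjusted test and all 3 rose. AT3G28320 rose from a signal of 170 ± 34.8 to 557 ± 116 (SD, n = 3), a log2 fold change of 1.54 (standard error 0.245, adjusted p = 0.0371). AT5G26260, which encodes a TRAF-like family protein, rose from 324 ± 103 to 839 ± 157, a log2 fold change of 1.32 (standard error 0.208). The HXXXD acyltransferase family gene AT2G25150 rose from 46.8 ± 7.91 to 130 ± 13.3, a log2 fold change of 1.04 (standard error 0.153), which its low signal understates. All 3 genes share the adjusted p of 0.0371, and all 3 lost the call with any 1 of the 6 arrays left out (adjusted p of 0.0509 to 0.151), with a pseudocount of 1, and with only the compared groups in the fit (adjusted p = 0.243). AT5G26260 also lost it with the replicate block (adjusted p = 0.0523), and all 3 lost it without both arrays with the highest actin 3'/5' ratio, chosen after seeing the data (adjusted p of 0.116 to 0.175).
By the unadjusted p, 28 probe sets were higher and 11 lower, and by the adjusted p 5 were higher and 1 was lower. With a pseudocount of 1, limma called 0 by the adjusted p and 490 by the unadjusted p (247 higher and 243 lower). Without WS A_gp_ 90° replicate 1, 64 passed by the unadjusted p. The share of probe sets with tilted and upright arrays that did not overlap was 16.3%, where chance gives 10%.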

Gene expression profiles revealed that WS roots grown at Agp 135° had 40 genes with altered transcription in roots compared to WS roots grown at A_gp_ 90°. These 40 genes are likely skewing-related (Fig. 3b). 

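Genes that are induced by sugar starvation and darkness were higher as a group in WS roots at A_gp_ 135°. Of 22 genes on the list, 7 had a named probe set here, and their mean log2 fold change was 0.59 (camera, adjusted p = 0.000113). Their median was 0.58, and 7 of 7 were positive, the lowest at 0.01. The call did not hold with the correlation estimated from the arrays, 0.487 where 0.01 was assumed (adjusted p = 0.305 with an estimated correlation). Of the 7, 0 rose, 0 fell and 7 did not pass limma's test over all probe sets, and 5 were higher at an unadjusted p under 0.05. The same 5 rose when adjusted over the list alone. The largest value was that of *MGL* (1.68), which the paper itself names for this comparison. The others were AT3G15450 (0.85) and *IVD* (0.64), *MCCA* (0.58) and *MCCB* (0.35), which encode enzymes of leucine breakdown. In Col-0 at the same angle the list had a mean of 0.12 (adjusted p = 0.535), and the interaction had a mean of 0.47 (camera, adjusted p = 0.0277, and adjusted p = 0.813 with an estimated correlation). Of the other lists tested at this angle in WS, the expansins had a mean of -0.13 (adjusted p = 0.454, 12 did not pass, 1 fell when adjusted over the list alone), the xyloglucan endotransglucosylase/hydrolases one of -0.19 (adjusted p = 0.321, 10 did not pass, 2 fell when adjusted over the list alone) and sugar transport and cleavage one of 0.28 (adjusted p = 0.535, 9 did not pass, 0 when adjusted over the list alone). By limma's unadjusted p under 0.05, 3, 3 and 4 genes of these lists passed. The paper reasons that WS skews without waving at this angle and so proposes that the genes altered here are related to skewing.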

Only two genes (*HISTONE H1-3* [*HIS1-3*; At2g18050] and *DARK INDUCIBLE 2* [*DIN2*; At3g60140]) also had differential transcription in Col-0, and the expression level of *DIN2* was in opposite directions (Table 1 and Additional file 1: Table S2). 

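*HIS1-3*, a linker histone gene, had a log2 fold change of 1.01 in WS at A_gp_ 135° (standard error 0.465, adjusted p = 0.46), from a signal of 201 ± 76.8 to 426 ± 90.6 (SD, n = 3). In Col-0 at A_gp_ 45° the log2 fold change was 1.00 (adjusted p = 0.679), from 386 ± 345 to 621 ± 89.0. Both values met the unadjusted criteria and neither passed the adjusted test. The WS list of A_gp_ 135° shared 6 probe sets with the Col-0 list of A_gp_ 45°, 5 in the same direction, and AT5G44400 and *HIS1-3* are the named ones. With the Col-0 list of A_gp_ 135° it shared 1 probe set.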

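*MGL*, which encodes methionine gamma-lyase, had a signal of 811 ± 229 in WS at A_gp_ 135° and 224 ± 24.8 at A_gp_ 90° (SD, n = 3). All 3 tilted arrays lay above all 3 upright arrays, and the log2 fold change of 1.68 did not pass the adjusted test (standard error 0.454, adjusted p = 0.18). The jacalin-related lectin gene AT5G28520 had a log2 fold change of 0.82 (standard error 0.274, adjusted p = 0.285), from 175 ± 37.7 to 354 ± 159. In Col-0 at A_gp_ 135° the log2 fold change of *MGL* was -0.08, and the interaction of 1.76 did not pass the test (standard error 0.642, adjusted p = 0.675).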

Some of the processes included are methionine metabolism related (*METHIONINE GAMMA-LYASE* [*MGL*; At1g64660]), histone-related (*HIS1-3*), and jacalin-related (*JACALIN-RELATED LECTIN 40* [*JAL40*; At5g28520]). Other genes from these 40 will be discussed in more detail in the following sections.

The genes with altered transcription in both A_gp_ 45° and at A_gp_ 135° (14 out of the 40 genes previously mentioned) were altered in the same way in both A_gp_ 45° and 135° compared to A_gp_ 90°, except for one gene. This one gene was *ASPARAGINE SYNTHETASE [GLUTAMINE-HYDROLYZING] 1* (*ASN1*; At3g47340, also called *DIN6*,), which was downregulated in A_gp_ 45° and upregulated in A_gp_ 135°, and is involved in darkness responses and sucrose starvation responses. 

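Of the probe sets altered in WS by the unadjusted p, 11 were altered at both angles, 10 in the same direction and 1, without a gene name here, in opposite directions (-1.66 at A_gp_ 45° and 1.67 at A_gp_ 135°). Of the 10, 2 were higher and 8 were lower. The named genes among the 11 were AT5G06730, AT5G44400 and *SWEET11*. In 100 simulated sets of unchanged angles with shared upright arrays, lists drawn at the thresholds shared at most 5 probe sets. Those lists were short, with a median of 3 and 2 probe sets. Lists of the observed sizes, chosen after the result was seen, shared a median of 5 and up to 15, and 11 sets shared as many or more. The lists by the adjusted p shared 2 probe sets, 1 in the same direction and 1 in opposite directions. Across all probe sets, which are not independent replicates, r between the log2 fold changes at both angles was 0.526, and the simulated median was 0.523. The covariance was 0.0257 and its simulated median 0.0161, with 3 of 100 sets as large.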

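The sucrose efflux transporter gene *SWEET11* was lower in upright WS roots than in tilted ones on every array, although its change did not pass the adjusted test. Its signal in WS was 458 ± 112 at A_gp_ 90°, 1900 ± 583 at A_gp_ 45° and 1750 ± 412 at A_gp_ 135° (SD, n = 3). The log2 fold change was 1.94 at A_gp_ 45° (standard error 0.584, adjusted p = 0.15) and 1.87 at A_gp_ 135° (adjusted p = 0.247).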

The remaining 13 genes were involved in various processes, including cell wall reorganization (*XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 9* [*XTH9*; At4g03210]) and sugar transport (*SWEET11* and *SWEET12*; At3g48740 and At5g23660, respectively).

### Transcriptome comparisons between ecotypes revealed genes that could be involved in skewing in WS

The gene expression profiles between Col-0 and WS when skewing and waving were also compared. These comparisons are represented in Fig. 1 by the horizontal arrows pointing toward WS, with the number of significantly altered levels of gene transcripts indicated above each arrow. 

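The largest ecotype differences kept their direction at all 3 angles. AT2G04800 had a signal of 3860 ± 855 in Col-0 and 46.3 ± 24.0 in WS at A_gp_ 90° (SD, n = 3), a log2 fold change of Col-0 against WS of 5.69 (adjusted p = 1.38e-11). The histone H2B gene *HTB11* stood at 4.50 upright, 5.30 at A_gp_ 45° and 4.97 at A_gp_ 135°, and the jacalin-related lectin gene *JAL33* at 4.28, 4.31 and 4.06. AT2G15560 was lower in Col-0, at -5.02, -5.26 and -5.30, followed by AT1G50290, at -3.93, -4.35 and -4.48. WS signals of AT2G04800 and *HTB11* and Col-0 signals of AT2G15560 lay near the value of 32 added before the log2. The folds of these signals are therefore understated. Probe sequences were not analysed here, so the folds of the transcripts are not known.
By the adjusted p, 413 probe sets were higher and 199 lower in Col-0 than in WS at A_gp_ 90°, 454 higher and 151 lower at A_gp_ 45°, and 428 higher and 188 lower at A_gp_ 135°. By the unadjusted p the totals were 616, 611 and 625. The shares of probe sets with ecotypes that did not overlap were 27.3%, 30.9% and 31.4%, where chance gives 10%. The test of the interaction between ecotype and angle in limma called 0 probe sets at A_gp_ 45° (17 higher and 30 lower by the unadjusted p) and 0 at A_gp_ 135° (31 higher and 15 lower by the unadjusted p).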

Genes altered between Col-0 and WS at the same level in all three growth angles were removed from the comparison, as they represent inherent differences between the cultivars that were independent of the testing environments. 

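A gene was removed here when it was altered by the unadjusted p at all 3 angles, in the same direction, with log2 fold changes that differed by less than 1. This removed 390 probe sets, of which 291 were higher and 99 lower in Col-0, and left 226 at A_gp_ 90°, 221 at A_gp_ 45° and 235 at A_gp_ 135°. A further 10 probe sets were altered at all 3 angles by amounts that differed by more, AT2G37870, AT3G28320 and AT5G28520 among them, and belong to none of the 6 categories. The lipid transfer protein genes AT4G12490 and AT4G12500 were among the genes removed. AT4G12490 was higher in Col-0 by a log2 fold change of 1.93, 2.06 and 1.50 at A_gp_ 90°, 45° and 135°, and AT4G12500 by 2.16, 2.98 and 2.85.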

The plant images and morphometrics are found in Fig. 2, with resulting heat map with six different patterns of expression pattern categories in Fig. 4 and gene annotations, information, and significance cutoffs in Additional file 2: Table S3.

**Fig. 4:**
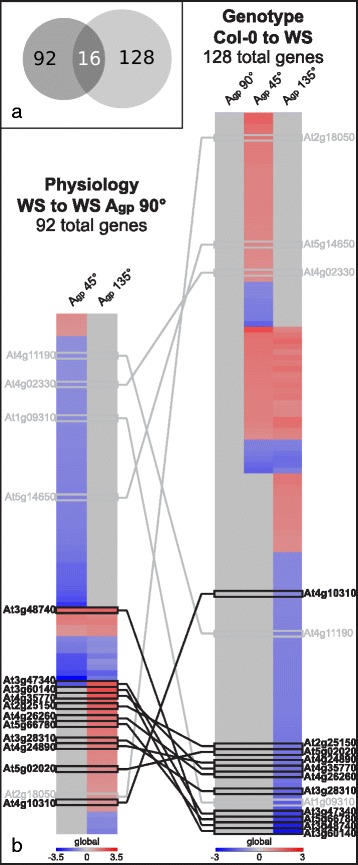
Comparison of candidate skew genes from physiological and genotypic comparisons. **a** Venn diagram of gene numbers from Fig. 3, illustrating overlap of 16 genes. The left circle represents total number of genes changed in WS (Fig. 3b) and the right circle represents total number of genes changed between Col-0 and WS in groups IV, V, and VI (Fig. 3c). **b** Genes with altered transcription identified in Fig. 3b (*left column*) were combined with genes with altered transcription identified in groups IV, V, and VI of Fig. 3c (*right column*), resulting in 16 genes. The majority of overlapping gene transcripts occurs with A_gp_ 135° – a growth condition that elicited root skewing with minimal waving – totaling 11 highly probable skew gene candidates (HPSGC), shown here in bolded text with dark connecting lines

The first differential gene expression pattern had altered transcripts between Col-0 and WS only when grown A_gp_ 90°. Genes 1–61 had altered transcript levels in Category I (Fig. 3c); 19 of the identified genes were upregulated and 42 of which were downregulated (Additional file 2: Table S3). This pattern indicated inherent genetic differences between these two lines in their control condition and these differences were mitigated or no longer present in other tested growth environments.

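*EXPA9* was higher in Col-0 than in WS at A_gp_ 90° (log2 fold change 1.02, standard error 0.123, adjusted p = 2.57e-05) and *XTH20* was lower (-1.23, standard error 0.185, adjusted p = 0.00023). *EXPA9* also passed the adjusted test at A_gp_ 45° (0.58) and at A_gp_ 135° (0.95), and *XTH20* at A_gp_ 135° (-0.89), each with a difference under 1. With only the compared groups in the fit, *XTH20* did not pass at A_gp_ 135° (adjusted p = 0.0587). In all, 108 probe sets were altered at A_gp_ 90° alone, 52 higher and 56 lower in Col-0 (19 and 32 with a pseudocount of 100). The interaction with either angle was under an unadjusted p of 0.05 for 57 of them and passed limma's adjusted test for 0. Each category was chosen on these arrays for a difference at some angles and not at others. That choice by itself favours a low interaction p, here and in the categories below.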

The second differential gene expression pattern had altered transcripts between Col-0 and WS when cultivars grown A_gp_ 90°, but also had altered transcripts in a same way when grown at A_gp_ 45°. Genes 62–85 had altered transcript levels in Category II (Fig. 3c); 15 of the identified genes were upregulated and 9 downregulated when comparing the gene expression in Col-0 to WS roots (Additional file 2: Table S3). This expression pattern was not considered to be involved with skewing, since A_gp_ 45° results in a combination of skewing and waving in WS and waving in Col-0. Additionally, the genes identified in this expression pattern were not significantly different in A_gp_ 135°, which generates skewing without waving in WS and a non-skewing, non-waving phenotype in Col-0 (Fig. 2).

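AT5G26260 is the gene named in this category by the rule used here, with a higher level in Col-0 at A_gp_ 90° and 45° (log2 fold change 2.25 at each). It also passed the adjusted test at A_gp_ 135°, with a difference under 1 (0.89, adjusted p = 0.00873). The category held 47 probe sets, 32 higher and 15 lower in Col-0. The interaction passed limma's adjusted test for 0 of them and had an unadjusted p under 0.05 for 8.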

The third expression pattern had altered transcript levels between Col-0 and WS when grown A_gp_ 90° and at A_gp_ 135°. Genes 86–128 had altered transcript levels in Category III (Fig. 3c); 20 of the identified genes were upregulated and 23 genes downregulated when comparing Col-0 to WS (Fig. 3c and Additional file 2: Table S3). 

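The small heat shock protein gene AT1G52560 was lower in Col-0 at A_gp_ 90° (log2 fold change -1.19, adjusted p = 0.00178) and at A_gp_ 135° (adjusted p = 0.00636). AT2G33850 followed the same pattern. The category held 61 probe sets, 35 higher and 26 lower in Col-0 (12 and 14 with a pseudocount of 100), and for 18 of them the interaction had an unadjusted p under 0.05, with 0 by limma's adjusted p.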

At A_gp_ 135° WS skewed and Col-0 did not, yet these genes showed same differential expression between Col-0 and WS roots when grown at A_gp_ 90° and do not exhibit any skewing or waving differences (Figs. 2 and 3c). These genes were likely not involved with skewing.

The fourth expression pattern had altered transcript levels between Col-0 and WS only when both were grown at A_gp_ 45°. 

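At A_gp_ 45°, *EXLA3* was higher in Col-0 (88.1 ± 0.748 against 31.2 in WS, log2 fold change 1.03, standard error 0.205, adjusted p = 0.00269), and the cell wall invertase gene *cwINV6* was lower (-1.15, standard error 0.159, adjusted p = 0.000109). *cwINV6* also passed the adjusted test at A_gp_ 90° (-0.89) and at A_gp_ 135° (-0.68), with a difference under 1. AT3G19430 and *XTH26* were also altered at this angle alone. In all, 110 probe sets were altered at A_gp_ 45° and at no other angle, 92 higher and 18 lower in Col-0, and with a pseudocount of 1 277 were higher and 282 lower. The interaction was under an unadjusted p of 0.05 for 26 of them and passed limma's adjusted test for 0.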

Genes 129–166 had altered transcript levels in Category IV (Fig. 3c); 30 of the identified genes were upregulated and 8 were downregulated (Fig. 3c and Additional file 2: Table S3). The genes identified represent a combination of skewing and waving phenomena, and as such, were considered as potential root skewing candidates.

The fifth expression pattern had altered transcript levels at both A_gp_ 45° and 135° when comparing Col-0 roots to WS roots. 

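Of 54 probe sets altered between ecotypes at A_gp_ 45° and 135° and not at A_gp_ 90°, 41 were higher and 13 lower in Col-0 (106 and 56 with a pseudocount of 1). None of them is a gene named by the rule used here. The interaction with either angle had an unadjusted p under 0.05 for 20 and passed limma's adjusted test for 0.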

Genes 167–192 had altered transcript levels in Category V (Fig. 3c); 20 of the identified genes were upregulated and 6 were downregulated (Fig. 3c). Skewing occurred in WS but not in Col-0 in both conditions (Fig. 2), although at A_gp_ 45°, skewing occurred with waving. For WS roots, skewing was a distinguished morphological phenotype from Col-0. The genes identified had altered transcript levels in both A_gp_ 45° and 135°, and are therefore likely involved with skewing.

The sixth and final expression pattern had altered transcript levels at A_gp_ 135° only, when comparing Col-0 to WS. 

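*EXPA8* was lower in Col-0 than in WS at A_gp_ 135° (log2 fold change -1.01, standard error 0.158, adjusted p = 0.000322), with a signal of 105 ± 35.6 against 242 ± 33.5 (SD, n = 3). At A_gp_ 90° (-0.79) and at A_gp_ 45° (-0.53) the difference passed the adjusted test but stayed under 1. At A_gp_ 45° the call of *EXPA8* was lost on the deposited scale (adjusted p = 0.053), with the replicate block (adjusted p = 0.0555) and without any 1 of the 6 arrays (adjusted p of 0.0613 to 0.112). At A_gp_ 90° it was lost without both arrays with the highest actin 3'/5' ratio, an alternative chosen after seeing the data (-0.58, adjusted p = 0.0707). *SIS*, *SWEET11*, AT1G09310, AT3G28310 and AT5G66780 were also altered at A_gp_ 135° alone. At A_gp_ 45° the log2 fold change of *SWEET11* was -1.14 (limma, adjusted p = 0.239) and that of AT3G28310 -0.73 (adjusted p = 0.0621). Neither passed, and those of *SIS*, AT1G09310 and AT5G66780 were smaller in size. This pattern held for 110 probe sets, 62 higher and 48 lower in Col-0 (219 and 285 with a pseudocount of 1).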

Genes 193–256 had altered transcript levels in Category VI (Fig. 3c); 14 of the identified genes were upregulated and 50 genes were downregulated, meaning that WS had higher levels of these 50 genes when compared to Col-0. These identified genes were likely involved in skewing since skewing occurs in WS at A_gp_ 135° with minimal waving but it does not in Col-0, thus is the only phenotypic difference between the roots of the two ecotypes (Fig. 2). 

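Being altered at A_gp_ 135° alone does not by itself show that the ecotype difference changed with the angle. Among the 110 probe sets, the interaction of ecotype with either angle had an unadjusted p under 0.05 for 42 and passed limma's adjusted test for 0. Over all probe sets, the smallest adjusted p of the interaction at A_gp_ 135° was 0.379, with 692 probe sets positive and 870 negative at an unadjusted p under 0.05. With no interaction, a share of 0.05 of the 22746 probe sets is expected under this p. From the skewing of WS and not of Col-0 at this angle, the paper concludes that the genes of this category likely take part in skewing.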

The genes from the fifth and the sixth expression patterns, totaling 90 genes, were selected as a root skewing candidate genes.

### Overlap of skew gene candidates from all comparisons further narrows the set of skew gene candidates

When combining the lists of genes identified in Categories IV, V, and VI (128 genes) with genes identified within WS comparisons (66 genes altered at A_gp_ 45° and 40 genes altered at A_gp_ 135°), 16 genes are shared (Fig. 4). This overlap is illustrated by the Venn diagram in Fig. 4a. 

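*SWEET11*, *SIS*, *EXLA3* and *HIS1-3* were among the 10 named genes found on both lists. The WS lists of both angles held 79 probe sets and Categories IV, V and VI 274, and they shared 16, of which 13 were on the WS list of A_gp_ 135° and 5 on that of A_gp_ 45°. For independent lists 0.952 would be shared. Both lists use the tilted WS arrays, which alone raises the overlap, and in 100 simulated sets of unchanged angles the overlap had a median of 1 and a highest value of 10, on WS lists with a median of 3 and 2 probe sets. With simulated WS lists of the observed sizes, the overlap had a median of 6 and a highest value of 21, and 2 of 100 sets shared as many. In the WS comparisons, 5 of the 16 passed the adjusted test.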

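All 11 probe sets shared by the WS list of A_gp_ 135° and Categories V and VI were of Category VI and higher in WS than both in upright WS and in Col-0. *SWEET11*, *SIS*, AT5G66780, AT3G28310 and AT1G21520 are those with a gene name here, the last chosen after its values were seen. AT1G21520 had a log2 fold change of 1.37 in WS at A_gp_ 135° (adjusted p = 0.0633) and of -1.05 in Col-0 against WS (adjusted p = 0.00824). Of the 11, 2 passed the adjusted test in WS and 10 in Col-0 against WS. The interaction at A_gp_ 135° had an unadjusted p under 0.05 for 11 and passed limma's adjusted test for 0. The sign in Col-0 at A_gp_ 135° was the opposite for 7 of the 11. The 11 were chosen on these arrays for both differences. That choice by itself favours a shared direction, a low interaction p and an opposite sign in Col-0. In 100 simulated sets of unchanged angles, this list and these categories shared at most 10 at the thresholds. With WS lists of the observed sizes they shared a median of 2 and up to 19, and 2 sets shared at least 11. Without the 40% dimmest probe sets 3 were shared, with a pseudocount of 100 4, and with a pseudocount of 1 125.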

The majority of shared genes between the two data sets involved A_gp_ 135° – the growth condition that elicited skewing with minimal waving – resulting in 11 genes, which were named the highly probable skew gene candidates (HPSGC, Table 2; also indicated by “Y*” in Additional file 1: Table S2). 

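*SIS*, which is induced by salt, had a signal of 423 ± 180 in WS at A_gp_ 135° and 139 ± 36.0 at A_gp_ 90° (SD, n = 3), a log2 fold change of 1.35 (standard error 0.293, adjusted p = 0.112). Without WS A_gp_ 135° replicate 2 it was 1.70 and passed the test (adjusted p = 0.0497). The paper's value by qRT-PCR is 1.516. In Col-0 against WS at A_gp_ 135°, *SIS* was lower in Col-0 by the array (-1.28, adjusted p = 0.00727), and the paper's qRT-PCR value is -1.289. With only the compared groups in the fit this call was lost (adjusted p = 0.0683). *SWEET11* had a log2 fold change of -2.45 in the same comparison (standard error 0.584, adjusted p = 0.00955), and the paper's qRT-PCR value is -2.512. Without Col-0 A_gp_ 135° replicate 2 the adjusted p was 0.0536. In Col-0 against WS the paper's qRT-PCR values of *SWEET11* are also negative at A_gp_ 90° (-0.99) and 45° (-0.622). There the array gave -0.38 and -1.14, and neither passed the adjusted test. In WS the paper's qRT-PCR values of *SWEET11* are 1.856 at A_gp_ 135° and 1.616 at A_gp_ 45°, and in Col-0 at A_gp_ 45° the value is 1.985. In Col-0 at A_gp_ 135° the paper's qRT-PCR value is 0.335 and the array gave -0.21 (adjusted p = 0.972).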

Several of the HPSGC have been verified with qRT-PCR, showing similar trends to the transcriptomic microarray data [see Additional file 3]. The HPSGC are involved in a variety of cellular processes. Additionally, only 3 of these 11 genes were shared with the set of genes identified in Col-0 grown at A_gp_ 45°, which induced root waving (Fig. 3a, Table 1). Two of these genes (*DIN2* and *ASN1*) were expressed in opposite directions, while the remaining gene (*SWEET11*) was upregulated in all sets.

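The log2 fold change of *SWEET11* was positive at A_gp_ 45° in both ecotypes and at A_gp_ 135° in WS, and its size was not shown to differ between ecotypes. The interaction, the change in WS minus the change in Col-0, was 0.76 at A_gp_ 45° (standard error 0.825, adjusted p = 0.863) and 2.08 at A_gp_ 135° (standard error 0.825, adjusted p = 0.685).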

**Table 2:** HPSGC and their various functional groups and signaling pathways that could contribute to WS root skewing

Gene	Symbol	Log2(FC)	Catalytic activity	Hormone	Cell Wall	Sugar	Biotic stress	Mobile mRNA	Dark	Salt	Root cell	Water	SUBA3
*p* < 0.05; *q* < 0.05													
At4g26260	*MIOX4*	1.570	X	X		X					X		cytosol
At4g24890	*PAP24*	1.414	X		X								extracellular
At3g47340	*ASN1*	2.080	X			X			X				cytosol
At2g25150		1.839	X										cytosol
At5g02020	*SIS*	1.200								X			nucleus
At5g66780		1.556											plastid
At3g28310		1.430											nucleus
*p* < 0.05 only													
At3g60140	*DIN2*	2.214	X			X		X	X				vacuole, extracellular
At4g35770	*STR15/SEN1*	2.100		X					X				plastid (chloro., thylakoid)
At3g48740	*SWEET11*	1.804				X	X						plasma membrane
At4g10310	*HKT1*	1.021								X		X	plasma membrane

HPSGC are reported, with “X” indicating to which process or category each member belongs. SUBA3 reports localization of each HPSGC

The 11 genes comprising the HPSGC, indicated by bolded text in Fig. 4b, are *MYO-INOSITOL OXYGENASE 4* (*MIOX4*; At4g26260; involved in inositol oxygenase activity, syncytium formation, and iron ion binding), *PURPLE ACID PHOSPHATASE 24* (*PAP24*; At4g24890; involved in protein serine/threonine phosphatase activity), *SWEET11* (a sucrose efflux transporter), *DIN2* (a beta-glucosidase mRNA, involved in glycoside hydrolase, and is induced after darkness), *ASN1* (involved in darkness and sucrose starvation responses), *SENESCENCE 1* (*SEN1*; At4g35770; senescence-associated, induced by phosphate starvation), *HIGH AFFINITY K+ TRANSPORTER 1* (*HKT1*; At4g10310; sodium transporter in xylem parenchyma), *SALT INDUCED SERINE RICH* (*SIS*; At5g02020; involved in salt tolerance), At2g25150 (HXXXD transferase family protein involved in transferring acyl groups other than amino-acyl groups), At5g66780 (unknown gene), and At3g28310 (unknown gene containing DUF677).

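AT2G25150, *SIS*, AT5G66780, AT3G28310 and *SWEET11* are the 5 of the 11 HPSGC with a probe set named here, and all 5 were lower in Col-0 than in WS at A_gp_ 135° by the adjusted test. AT5G66780 had a signal of 22.2 ± 19.3 in Col-0 and 192 ± 79.7 in WS at this angle (SD, n = 3), a log2 fold change of -2.00 (standard error 0.311, adjusted p = 0.000318). AT3G28310 had 1.65 ± 1.07 in Col-0 and 74.0 ± 17.2 in WS, a log2 fold change of -1.58 (standard error 0.245, adjusted p = 0.000308). The low Col-0 signals of these genes lie under the value of 32 added before the log2, so the folds of the signals are understated. AT2G25150 was lower by less (-0.52, adjusted p = 0.0318), and its call was lost with a pseudocount of 1 (adjusted p = 0.0946), with only the compared groups in the fit (adjusted p = 0.0527) and without any 1 of 5 arrays, Col-0 A_gp_ 135° replicate 1 being the exception (largest adjusted p of 0.14).
In WS at A_gp_ 135° against A_gp_ 90°, the log2 fold change of AT5G66780 was 1.20 (standard error 0.311, adjusted p = 0.171) and that of AT3G28310 was 1.35 (standard error 0.245, adjusted p = 0.0677), from a signal of 8.37 ± 8.34. AT3G28310 rose with a pseudocount of 100 (0.65, adjusted p = 0.0389) and with an intensity trend in the model (adjusted p = 0.0409). Of the 5 genes, 1 rose, 0 fell and 4 did not pass over all probe sets, and 5 rose when adjusted over the list alone. Their mean was 1.36 (camera, adjusted p = 3.66e-09, and 0.00903 with an estimated correlation). The study chose the list on these samples for differences of WS at A_gp_ 135° from upright WS and from Col-0. Neither result is therefore independent evidence, nor are those of Col-0 against WS and of the interaction at this angle. In Col-0 against WS at A_gp_ 135° the mean was -1.57 (adjusted p = 0.0004, and adjusted p = 0.0686 with an estimated correlation). The interaction at A_gp_ 135° had a mean of 1.47 (adjusted p = 9.44e-08, and 0.0106 with an estimated correlation). Of single interactions, 0 passed limma's test over all probe sets, 5 had an unadjusted p under 0.05 and 5 passed when adjusted over the list alone. In WS at A_gp_ 45° the mean was 0.34 and the test upward (adjusted p = 0.815), and in Col-0 at A_gp_ 45° the mean was 0.09 (-0.35 with a pseudocount of 1), the median -0.21 and the test downward (adjusted p = 0.771). Of the 5, 4 met both criteria of the paper for the list, and AT2G25150 met that in WS alone.

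**Figure D2:**
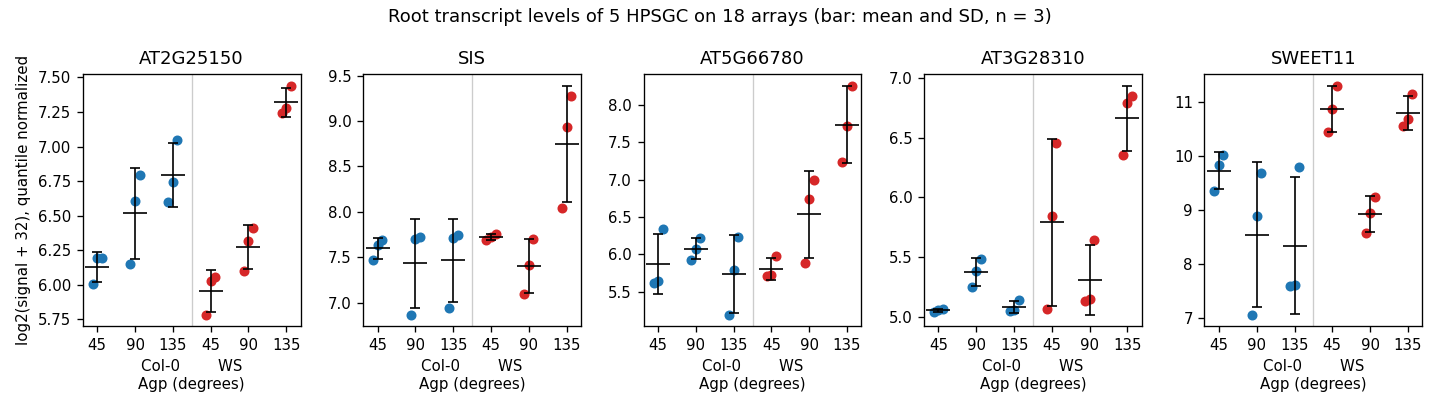
Level on each array, as log2 of signal plus 32 after quantile normalization, of the 5 HPSGC with a probe set named here, by angle, in Col-0 (blue) and WS (red), with the mean and SD of 3 arrays as bars. At A_gp_ 135° the WS arrays lie above the Col-0 arrays for each gene.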

## Discussion

### Transcriptome comparisons within ecotypes reveal a primary set of 92 candidate genes involved in skewing

The primary set of 92 candidate genes involved in skewing was identified by comparing the transcription of WS genes when grown at A_gp_ 45° or 135° compared to A_gp_ 90°. Morphologically, WS roots skew when grown at A_gp_ 135° with reduced waving (Figs. 1 and 2). The genes with altered transcription identified in this comparison of A_gp_ 135° to A_gp_ 90° represent the pool of genes likely involved in root skewing and not waving, since they were altered in a condition that induces root skewing independent of the classical root waving patterns. WS roots also skew when grown at A_gp_ 45°; however, the occurrence of waving at A_gp_ 45° complicates the relationship between skewing and transcriptome at A_gp_ 45°. It is important to note that only roots were used for the microarrays, and that lateral roots appeared to be similar across all treatments. As seen in Table 2, the 11 genes associated with skewing cluster into a few biological categories, suggesting that several pathways interact to produce skewed growth and directionality.

Col-0 roots, on the other hand, did not skew as did WS roots, and as such, differed only in waving when A_gp_ 45° or 135° were compared to A_gp_ 90°. The number of genes with altered transcription at A_gp_ 45° or 135° compared to A_gp_ 90° was also reduced, and not considered in the list of candidate skew genes due to the lack of skewing morphology.

### Transcriptome comparisons between ecotypes revealed a different set of 128 genes that may be involved in skewing

Comparing gene expression patterns between WS and Col-0 shows how the ecotypes cope with the same environmental challenges presented to them, in this case whether the angle of the growth plate produces skewed roots. In order to determine which gene expression patterns are related to skewing, the relative expression patterns can be correlated to the morphology generated in each of the growth angles.

Categories I-III in Fig. 3c are not related to skewing. The first category (Category I, Genes 1–61; Fig. 3c and Additional file 2: Table S3) contains genes that were different between WS and Col-0 at A_gp_ 90° and also unchanged at A_gp_ 45° or 135° (Additional file 2: Table S3). The second category (Category II, Genes 62–85; Fig. 3c and Additional file 2: Table S3) contained genes that were differentially expressed between WS and Col-0 at A_gp_ 45°. However, the transcript expression of these genes was also different when the roots did not skew at A_gp_ 90, which suggests that these genes are responding to growth angle but are not responsible for causing the morphologic change. The same logic can be applied to the genes of Category III, where transcript expression was different between WS and Col-0 when grown at A_gp_ 90° and when grown at A_gp_ 135° (Category III, Genes 86–128; Fig. 3c and Additional file 2: Table S3).

The genes of Category IV present a pattern of expression that indicated a potential role in skewing (Category IV; Genes 129–166; Fig. 3c and Additional file 2: Table S3), since the genes present in this category are differentially expressed between WS (which skews at A_gp_ 45°) and Col-0 (which does not skew). Some of the genes identified in this category include *HIS1-3*, *SKU5 SIMILAR 15* (*SKS15*; At4g37160; involved in oxidoreductase activity and copper ion binding), and *XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 26* (*XTH26*; At4g28850; involved in hydrolase activity and cell wall remodeling). 

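*HIS1-3* had a signal of 263 ± 43.7 in WS at A_gp_ 45° and a log2 fold change of 1.09 in Col-0 against WS (standard error 0.465, adjusted p = 0.147). It passed the test with only the compared groups in the fit (adjusted p = 0.00514) and without both arrays with the highest actin 3'/5' ratio, chosen after seeing the data (adjusted p = 0.0422). The *SKU5*-similar gene *sks15* was lower in Col-0, with 272 ± 29.9 against 551 ± 62.3 (SD, n = 3), a log2 fold change of -0.98 (standard error 0.258, adjusted p = 0.0184). Its call was lost without WS A_gp_ 45° replicate 1 (adjusted p = 0.0696) and without Col-0 A_gp_ 45° replicate 1 (adjusted p = 0.0743). *XTH26* was higher in Col-0, with 98.2 ± 27.5 against 27.1 ± 29.1, a log2 fold change of 1.27 (standard error 0.363, adjusted p = 0.0297). With the low WS signal, the fold of the signals is understated. The call of *XTH26* was lost with a pseudocount of 1 (2.55, adjusted p = 0.111), with only the compared groups in the fit (adjusted p = 0.0638) and without any 1 of 4 arrays (largest adjusted p of 0.127, without WS A_gp_ 45° replicate 3).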

*SKS15* is related to a known SKU gene (*SKU5*), which is also known to have substantial impact on root growth and morphology [56]. Protein products of *XTH26* reduce cell wall elongation in roots with altered root hair morphology [59], which may also impact the overall directionality or skewing of the root.

The second category of genes whose differential expression between WS and Col-0 indicated a role in skewing (Category V; Genes 167–192; Fig. 3c and Additional file 2: Table S3) contains genes that were differentially expressed between the ecotypes at both A_gp_ 45° and 135. The transcription of these genes was altered in the same way at both growth angles, and since skewing occurred at both growth angles (Fig. 2), it can be assumed that these genes very likely play some role in the skewing morphology (Additional file 2: Table S3). A couple of the genes identified include *MODIFIER OF SNC1 2* (*MOS2*; At1g33520; where *SNC1* is *SUPPRESSOR OF NPR1-1, CONSTITUTIVE* and *NPR1-1* is *NONEXPRESSER OF PATHOGENESIS-RELATED 1*; At4g16890 and At1g64280, respectively) and *BEL1-LIKE HOMEODOMAIN 10 (BEL10*; At1g19700, where *BEL1* is a homeodomain transcription factor controlling ovule patterning; At5g41410). *MOS2* is a DNA-binding gene that plays a role in the immune response pathway and in microRNA (miRNA) maturation [60]. miRNAs are heavily involved in gene regulation [61]. Since Col-0 roots have higher transcript levels of *MOS2* at both A_gp_ 45° and 135° than WS, it is possible that miRNAs are involved early in the signaling pathway leading toward root growth parallel with gravity. The lower levels of *MOS2* in WS roots could be limiting the rate of signal transduction, changing the entire pathway, and ultimately changing root directionality and introducing root skewing. *BEL10* was upregulated in Col-0 roots compared to WS roots grown at A_gp_ 45° or 135° (Additional file 2: Table S3). *BEL10* is a transcription factor that interacts with PLP, a blue light receptor also involved in response to salt or dehydration stresses [62]. Higher or lower intracellular levels of phosphate could alter the ability of this gene to interact downstream in phosphate signaling pathways [36]. Additionally, inorganic phosphate depravation can influence seemingly redundant signal peptides to subsequently alter root growth [63], which may, in turn, alter overall root directionality and impact skewing.

The third category of genes that indicated a role in skewing (Category VI; Genes 193–256; Fig. 3c and Additional file 2: Table S3) contains genes that were differentially expressed between Col-0 and WS when roots were grown at A_gp_ 135°. Since WS roots skewed at this growth angle and did not wave differently from roots grown at A_gp_ 90°, the genes identified in this category were considered likely to be associated with skewing. Some of the genes in this category include *RESPONSIVE TO ABA 18* (*RAB18*; At5g66400) and *PINOID BINDING PROTEIN 1* (*PBP1*; At5g54490; Additional file 2: Table S3). *RAB18* was downregulated in Col-0 roots compared to WS roots at A_gp_ 135°. This dehydrin-related protein is reduced after exogenous 1-Aminocyclopropane-1-carboxylic acid (ACC) application, meaning it responds directly to ethylene in addition to abscisic acid (ABA) [64]. *PBP1* was downregulated in Col-0 roots compared to WS roots at A_gp_ 135°. Since this PINOID-binding protein is upregulated by auxin [65], the different *PBP1* levels between Col-0 and WS could indicate different auxin levels between the two ecotypes [65, 66]. Additional genes identified in Category VI will be discussed in the following section, due to their overlap with previously identified skew gene candidates.

### Eleven genes remaining across all sets are most likely to be involved in skewing in various processes

A subset of most likely candidate genes was identified by the intersection of the list based on growth angle in WS and the list based on comparative gene expression between WS and Col-0 (Fig. 4), with the overlap of the two lists indicated in the Venn diagram, found in Fig. 4a. The list of 92 genes based on growth angle of WS (Fig. 4b; left heat map labeled “Physiology”) was compared to the list of 128 genes identified between Col-0 and WS (Fig. 4b; right heat map labeled “Genotype”), producing 16 genes that appear in both lists (Fig. 4a and b; Y* in both Additional file 1: Table S2 and Additional file 2: Table S3). The majority of these 16 genes are found involving A_gp_ 135°, shown in bold text and dark lines. A_gp_ 135° was the growth condition that elicited root skewing with minimal waving in WS, so to have the majority of overlapping genes identified by both the physiological and genotypic comparisons represented in this A_gp_ provides more support for their involvement in root skewing. These 11 genes are noted as the highly probable skew gene candidates (HPSGC).

The 11 HPSGC are involved in many different processes and were subjected to a thorough literature and expression map search using many available databases, such as Suba3, TAIR, and the Arabidopsis eFP browser [67–71]. These genes were searched with the goal of finding associations with cell expansion, division, auxin transport, or any process involved with root tropisms, so as to develop insights into their roles in skewing. Sub-organ localizations (e.g. columella cells, root tip, root hairs, etc.) were noted where possible. A summary of these results is found in Table 2.

- *MIOX4* is expressed in root hairs, stele, and lateral root cap [71], and digested columella cells have lower transcript abundance in response to auxin [70]. Additionally, overexpression of *MIOX4* in the presence of l-Ascorbic acid have increased root growth [72]. *MIOX4* influences root growth responses during stressed conditions [73], but knockouts do not have abnormal cell walls, despite the role of *MIOX4* upstream of polysaccharide integration into the cell wall [74].
- *PAP24* is not highly expressed in any root zones [69–71], but is predicted to be in plant cell walls and to have acid phosphatase and metal ion binding activity [67].
- *ASN1* is expressed in root hairs [71] and in the root under phosphate starvation [75]. *ASN1* is also responsive to darkness and sucrose starvation, and may have a role in response to viral infections [76].
- *At2g25150* is highly expressed in the cortex under normal conditions [71], but is not shown to be auxin responsive [70]. In the literature, At2g25150 is described to have a product that is a BAHD enzyme with spermidine coumaroyl CoA acyltransferase activity in roots [77] and is upregulated by cytokinin activity [78], which is evidence for its activity in cell division [77].
- *SIS* is not significantly expressed in roots under normal conditions, but is upregulated in the columella cells, root cap, and epidermis of Arabidopsis roots after 1 h of salt stress [79] and 1 hour at low pH [80]. *SIS* is also known to be involved in salt tolerance [67].
- *At5g66780* is not expressed in the root under normal conditions, but is upregulated in the root tip at low pH levels and under salt stress [74, 80]. Under normal conditions, *At5g66780* is expressed in all zones along the root epidermis, though not contiguously [71]. This gene is unknown; no other published information exists on this gene.
- *At3g28310* is expressed in the procambium of the root in the elongation zone [69, 71]. This gene produces a hypothetical protein with DUF677 [67] and is not well studied.
- *DIN2* is not expressed in the root under normal condtions, but is upregulated in roots under salt stress [79] and in conditions lacking inorganic phosphate [75]. *DIN2* mRNA can be transported from cell to cell [81], and is involved in a process that can lead to weakened root cell walls when under salt stress [82].
- *SEN1* is expressed in mature and developing root hairs [71], and is downregulated in the presence of auxin [70]. *SEN1* is regulated by both methyl-jasmonate and salicylic acid [83], and strongly induced by phosphate starvation [84],. Knockout mutants are growth deficient in the light [67].
- *SWEET11* is present in the vasculature in the zone of maturation [71], and is downregulated in the cortex of sulfur-deficient roots after 24 h [80]. *SWEET11* is a known sucrose efflux transporter that can assist with carbon transport to the roots in times of water stress [85].
- *HKT1* is expressed in the proto and metaphloem of the zone of maturation in Arabidopsis roots [69, 71], and is linked to salt and water stress responses [86]. Knockout *hkt1* has significantly lower root sugars and higher tricarboxylic acid following salt stress, indicating a role for sugar metabolism in salt stress [86]. HKT1 is also regulated by cytokinin [87], and has a close interaction with ABSCISIC ACID INSENSITIVE 4 (*ABI4*; At2g40220), where both gene products are expressed in the same cells and *ABI4* binds to sites in the HKT1 promoter [88].

The 11 HPSGC show similar expression patterns in that none are particularly expressed in the root tip versus the rest of the root and are all closely related into one co-expression and co-localization network (Fig. 5), despite being members of disparate signaling pathways and potential activities (Table 2). These different signaling and environmental sensing pathways, such as salt, sugar, and darkness responses, are linked by their individual gene members. For example, *ASN1*, *SWEET11*, and *HKT1* are involved in sucrose response, sugar transport, and salt signaling, respectively. These three genes, which are not co-expressed or co-localized with one another, are all co-expressed with a common gene (*SWEET12*; Fig. 5), which further complicates the roles of each gene involved. Other HPSGC are involved with more downstream processes. DIN2 and SIS are involved in two different environmental sensing and cell signaling processes, are co-localized with one another, and are both co-localized with ACTIN DEPOLYMERIZING FACTOR 9 (ADF9; At4g34970) and PLANT INVERTASE/PECTIN METHYLESTERASE 47 (PME47; At5g04970; Fig. 5), both of which are involved in cell wall remodeling. Other genes pulled in by this co-expression and co-localization network are related to handling sugar signaling downstream of sensing, such as *SUGAR TRANSPORTER 1* (*STP1*; At1g11260) and *LIKE SEX4 1* (*LSF1*; At3g01510, where *SEX4* is a plant-specific glucan phosphatase; Fig. 5). An additional network file shows the relationship between HPSGC and these additional genes [see Additional file 4]. This computational approach to the HPSGC illustrates possibilities for how these environmental sensing and signaling pathway genes could be involved in the generation of root skewing.

**Fig. 5:**
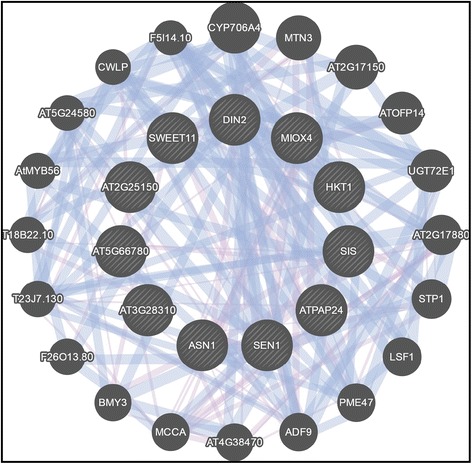
Co-expression and co-localization network of HPSGC shows each member is linked with others. Additionally, other genes pulled into the network are other members of the same signaling networks or downstream cell wall remodeling. Network generated with GeneMANIA [119]

Sugar signaling is a major signaling pathway identified in the skew gene candidates. Sucrose efflux transporters *SWEET11* and *SWEET12* were both upregulated in WS roots grown at A_gp_ 45° and 135°. *SWEET11*, a member of the HPSGC, was also upregulated in Col-0 roots grown at A_gp_ 45° (Table 1 and Additional file 1: Table S2). These genes are also associated with response to salt stress, divalent metal ion transport, and are integral in the endomembrane system [89, 90]. SWEET11 and SWEET12 are shown to assist in phloem unloading into the apoplast [91], with SWEET12 responding to CO_2_ as well [92]. This sugar transport could be used for signaling, as other members of the *MtN3*/saliva/*SWEET*-family of genes are involved with ion transport and physiological process regulation [93]. Root exudates are also involved in regulation of the surrounding microbiome and microenvironment [94], and these SWEET efflux proteins may be involved in shaping root growth and directionality through signaling. Additionally, *ASN1* was upregulated in WS roots grown at A_gp_ 135° and was downregulated in both Col-0 and WS roots grown at A_gp_ 45° (Table 1 and Additional file 1: Table S2). ASN1 responds to sucrose starvation, and mRNA accumulation is suppressed with sugar in some tests [95, 96]. Additionally, both of these genes are responsive to absence of light, and may be involved in light/sugar signaling pathways (Additional file 1: Table S2). It is possible that ASN1 would be involved with the aforementioned *SWEET* family network. Both *DIN2* and *ASN1* were upregulated in the presence of various heavy metals, further implicating their roles in environmental signaling pathways [97], with ASN1 being expressed in the elongation and maturation zones in the root [71].

Other genes in the HPSGC are involved in sugar signaling and subsequent related phosphatase pathways. *DIN2* is a dark inducible responsive to sugar starvation [96, 98]. *DIN2* transcript is increased in the absence of type 1 and 2A protein phosphatases [96]. Though technically a metallo-phosphoesterase and a type 5 acid phosphatase, *PAP24* is a member of the HPSGC and may be involved in similar signaling pathways [99]. *MIOX4* is suppressed in the shoot by exogenous application of glucose, which my influence root expression through InsP_3_ signaling cascades [73], which itself plays a role in response to gravitropic stimuli [100]. *SEN1* is another gene induced in roots by phosphate starvation and induced in leaves by a glucose transport inhibitor [101]. *SEN1* itself may provide a link between glucose signaling and phosphate signaling [101], and is highly expressed in the meristematic zone of the root [71].

Salt signaling is another functional group identified in the HPSGC. *HKT1* has a role in salt signaling in Arabidopsis roots [102], and is likely involved in loading sodium ions into phloem to transport to roots, indirectly regulating potassium ion concentrations [86]. *HKT1* activity is reduced by high calcium levels [103, 104], which could point to a crosstalk linkage point between calcium and salt signaling pathways. *SIS* also has a role in salt tolerance, but is mostly unknown at this time [105]. Some of these salt-related genes are present in root regions that would imply signaling activity and growth determination. For example, *DIN2* is present in the columella cells and stele of roots under salt stress, while *SIS* is present in the epidermis, lateral root cap, cortex, and partially present in the endodermis [79].

## Conclusions

This work investigated the transcriptional differences between skewing and non-skewing roots. Comparisons within WS revealed genes that responded to the angle of growth (A_gp_) during the process of skewing. These genes were cross referenced with transcripts differing between the WS and Col-0 genotypes to refine the list of genes that are most probably be involved in root skewing. A majority of the highly probable skew gene candidates (HPSGC) are directly associated with environmental sensing (e.g. salt, sugar, hormones, darkness), upstream of physical growth differences (e.g. cell wall remodeling, cell division, cell elongation). Thus, pathways that respond to disparate signals from the root local environment may drive the root behavior of skewing. However, it is also possible that some of the HPSGC are responses to the altered phenotype, rather than the basis of the phenotype. In order to separate these two hypotheses, future studies could investigate the HPSGC to find the specific pathways and molecular mechanisms contributing to root skewing.

## Methods

### Plants, treatments, and morphometric assays

*Arabidopsis thaliana* plants (wild type cultivars Col-0 and WS) were grown on media plates made from 0.5x MS liquid media, autoclaved with 0.5% Phytagel and poured in square-gridded plates (Fisherbrand, Fisher Scientific, Pittsburgh, PA). Seeds were wet sterilized in 1.7 mL Eppendorf microfuge tubes (Eppendorf, Hamburg, Germany) using a 5-min 70% ethanol wash, followed by a 5 min 50% v/v sodium hypochlorate solution wash (8.3%; Clorox, Oakland, CA), followed by 6 washes with sterile ddH_2_O. Seeds were planted on plates and moved to 4 °C for 2 days, followed by three days of vertical growth (A_gp_ 90°) in 19 °C +/- 2 °C, and 24-h fluorescent light at approximately 80 μmol m^-2^ s^-1^ PAR. Plates were photographed, moved to their respective experimental condition (A_gp_ 45°, 90°, or 135°), and photographed again on day 8 after germination (day 5 after gravistimulation). Plants were harvested and fixed in RNAlater (Ambion, Grand Island, New York, USA). Images of 8 day old plates were stacked, aligned, and measured using JFilament plugin for ImageJ [106–108]. Root measurements were processed through a custom R script, available on GitHub [109]. Data were analyzed using R and two-way ANOVAs with Type II sum of squares [110]. Post hoc analysis was conducted using Scheffé’s method.

### RNA and microarray

Roots were dissected from shoots and RNA was extracted using Qiagen RNeasy Plant Mini Kit (Qiagen, Hilden, Germany). Five roots were used for each chip, and three chips were used per condition. Lateral roots were not quantified, but did not appear to be significantly different between treatments. Initial RNA concentration was determined by Eppendorf BioSpectrometer (Eppendorf, Hamburg, Germany). Final RNA concentration was determined on a NanoDrop Spectrophotometer (NanoDrop Technologies Inc., Wilmington, DE) and sample quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA). Briefly, 100 ng of total RNA from each sample was reverse transcribed into double-stranded cDNA, from which biotin-labeled cRNA was generated using the 3′ IVT plus Kit (Affymetrix, Santa Clara, CA). The cRNA was purified using magnetic beads and was fragmented. Following fragmentation, cRNA products (12.5 μg) were hybridized with rotation to the Affymetrix GeneChip® Arabidopsis ATH1 Genome Arrays for 16 h at 45 °C. Arrays were washed on a Fluidics Station 450 (Affymetrix, Santa Clara, CA) using the Hybridization Wash and Stain Kit (Affymetrix, Santa Clara, CA) and the Washing Procedure FS450_0004. Fluorescent signals were measured with an Affymetrix GeneChip Scanner 3000 7G. Initial data analysis was carried out using the MAS5 algorithm within the Affymetrix Expression Console software. Microarray experiments were performed at the Interdisciplinary Center for Biotechnology Research Microarray Core, University of Florida. The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus repository [GSE83242].

### Data processing, comparison tools, and qRT-PCR validation

Data were normalized using RMA algorithm using the Limma and Bioconductor packages in R. Differential analyses were processed using R and the Limma package in Bioconductor. Data were imported and organized in Excel (Microsoft Corporation, Redmond, WA). Gene transcripts were significant if absolute value of the fold change was greater than 1 in a base 2 logarithmic scale, as well as a raw *p*-value cutoff of *p* < 0.05. All genes meeting these criteria were considered, mitigating the risk of false positives with the benefit of identifying as many genes as possible. False discovery rate (FDR)-correction was performed for further statistical power, with *q* < 0.05 being indicated in Table 1, Additional file 1: Table S2 and Additional file 2: Table S3. For comparisons between Col-0 and WS cultivars, genes with altered transcripts in all three growth environments were removed if the change was near the same magnitude, within ± 1 fold change (base 2 log scale). Heatmaps were generated using Gene-E (v. 3.0.204, Broad Institute, Cambridge, MA). Gene data was researched using g:Profiler [89, 90], agriGO [111], ATTED-II [112], Biogrid [113, 114], UniProt [115], KEGG [116, 117], and STRING [118] online databases. Additional visualization of gene networks was created using GeneMANIA [119].

For qRT-PCR validation of transcriptome microarray data, 460 ng of total RNA were reverse transcribed into cDNA using High Capacity RNA to cDNA Master Mix (Applied Biosystems, Foster City, CA, USA). Primers used were *PAP24* (F: 5’ – ACACGATTGGAGAGAAGGCA – 3’; R: 5’ – AACCAAGGACACGATGAGCT – 3’), *SEN1* (F: 5’ – AGGAAATGTTGCAGCAGAGG – 3’; R: 5’ – CGTTGATGGCTCTAGTCGGA – 3’), *ASN1* (F: - GGAATATTTGGGGACGGTGC – 3’; R: 5’ – CGGGACATCAAGAACATCGG – 3’), and *HKT1* (F: 5’ – TCTTGGAGTGACGGTGCTAG – 3’; R: 5’ – CAGAGGTCCATTCAAAGGCG – 3’). The cDNA was analyzed by qRT-PCR using SYBR Green reagents and was normalized to *UBQ11* prior to the internal vertical control comparison or the Col-0 to WS comparison.

## Additional files

Additional file 1: Table S2. Comparing different growth angles to vertical within WS.
Additional file 2: Table S3. Comparing Col-0 to WS at different growth angles.
Additional file 3: Validation of microarray data using qRT-PCR. The quantitative RT-PCR data for the genes encoding SEN1, ASN1, HKT1, MIOX4, SIS, SWEET11 and DINare provided numerically in a spread sheet.
Additional file 4: A GeneMania network of the HPSGC genes. Co-expression and co-localization network of HPSGC showing how each HPSGC member pulled in additional signaling or cell wall remodeling genes working downstream.

## Abbreviations

ABA: Abscisic acid
ACC: 1-Aminocyclopropane-1-carboxylic acid
A_gp_: Angle of the growth plate
Col-0: Columbia-0
DUF: Domain of unknown function.
GSA: Gravitropic set-point angle
GTP: Guanosine triphosphate
HGI: Horizontal growth index
HPSGC: Highly probable skew gene candidates
ISS: International space station
miRNA: MicroRNA
STR: Straightness
WD: Wave density
WS: Wassilewskija

# Supplementary material for: Skewing in Arabidopsis roots involves disparate environmental signaling pathways
**Source:** BMC Plant Biol. 2017 Feb 1;17:31. doi: 10.1186/s12870-017-0975-9
**Supplement:** Additional file 4: — A GeneMania network of the HPSGC genes. Co-expression and co-localization network of HPSGC showing how each HPSGC member pulled in additional signaling or cell wall remodeling genes working downstream.

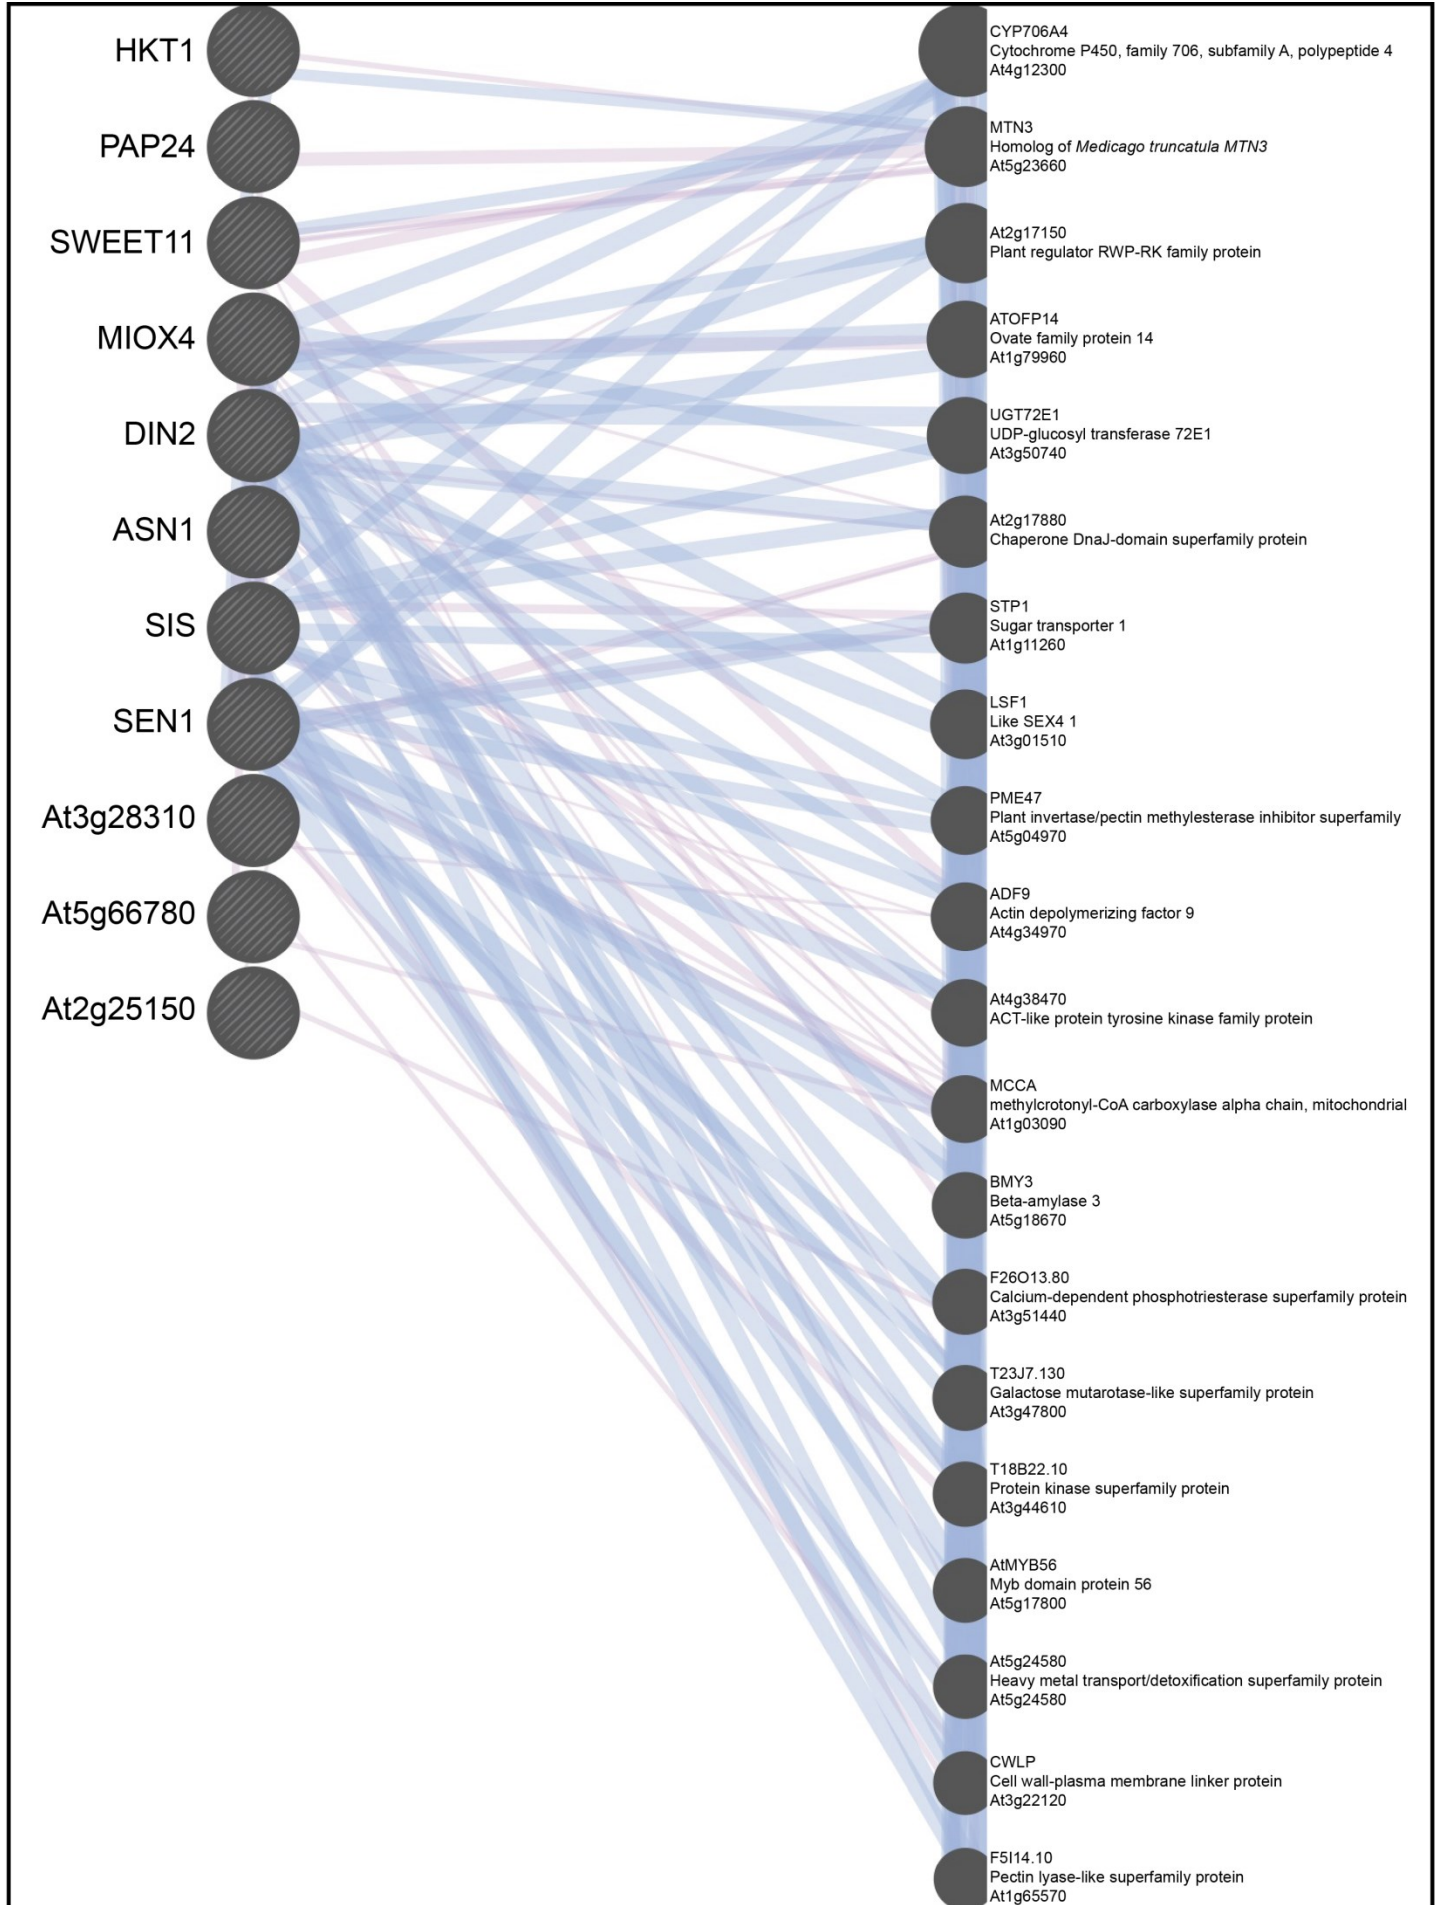

Additional file 4. Co-expression and co-localization network of HPSGC showing how each HPSGC member pulled in additional signaling or cell wall remodeling genes working downstream. Downstream genes (right column) are shown with annotation. Network generated with GeneMania.

How the deposited data were processed for this re-analysis (not part of the article)

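Transcript levels in Arabidopsis roots were measured on 18 Affymetrix ATH1 arrays, 3 for each of 2 ecotypes (Col-0 and WS) at each of 3 angles of the growth plate (A_gp_ 45°, 90° and 135°). Each array carried RNA from 5 roots of seedlings aged 8 days. The authors deposited a table of MAS5 signal intensities from Affymetrix Expression Console, whose version is not given, on a linear scale with 22810 probe sets. The trimmed mean of each array, with 2% of the values left out at each end, was checked and is 500. The deposited signals therefore already include a scaling between arrays. The paper's own tests used RMA values, which need the raw array images and were not computed here, and its thresholds were an absolute log2 fold change over 1 and an unadjusted p under 0.05.

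The signals were raised by a pseudocount of 32, taken to log2 and quantile normalized. The 64 control probe sets were then left out, which left 22746. A linear model with 6 group means was fitted in limma 3.58.1 under R 4.3.3, with 12 residual and 3.45 prior degrees of freedom. The comparisons were each tilted angle against A_gp_ 90° in each ecotype, Col-0 against WS at each angle, and the interaction of ecotype with each angle, coded as the change in WS minus the change in Col-0. All p-values are two-sided from limma's moderated test and adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change comes from the same model, and the SD of a signal from the 3 arrays of a group. Replicate numbers were checked and do not pair the arrays: the residuals of 45 pairs of arrays with the same number in different groups had a median correlation of -0.00285 (from -0.229 to 0.146), and 5 of 18 arrays were closest to an array of their own number.

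Gene names came from the array's annotation table and its gene identifiers, and 13436 of the 13513 probe sets with 1 gene were matched by gene identifier. They stand for 13286 locus tags, and 144 genes have more than 1 probe set. The 8730 probe sets without a gene and the 503 with several were kept in every count and not named, so genes that the paper names on such probe sets have no value here. No genome positions are given, because the paper's text names no genome build.

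The genes named in the text follow a rule fixed before the data were examined. In each comparison the rule allows the 10 genes with the largest rise and the 10 with the largest fall. These are taken among those that met both criteria by the adjusted p with 3 arrays all on one side of the other 3. It also allows every gene the paper names for that comparison (the paper's values for these were seen). Members of the gene lists that passed the adjusted test are allowed as well. Not every gene that the rule allows appears in the text, but counts of named genes under the alternatives cover all of them. Genes outside the rule are said to be chosen after their values were seen.

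The 4 lists of the angle comparisons and the 3 of the ecotype comparisons were compared as the paper describes. Genes altered at all 3 angles in the same direction were removed when their log2 fold changes spanned less than 1, and the others were sorted into Categories I to VI. Of 26 gene lists written from general knowledge and from the paper, 9 had at least 5 genes with a named probe set. These were tested with camera, at an assumed correlation of 0.01 between genes, in 9 comparisons and 81 tests adjusted together. The same tests were run with a correlation estimated from the arrays. Of the 26 lists, 17 had too few probe sets with a name. Those for phosphate starvation and for endodermis, xylem, phloem, root cap and dividing cell markers had 0. The lists of HPSGC and of genes named in the paper's text were chosen by the study on these samples. Genes were also grouped by the stem of their symbols into 25 families of at least 8 genes, and 100 tests of these gave no adjusted p under 0.233.

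The pipeline was tested on simulated data with the same design, in which 200 of the probe sets were changed. For a log2 change of 1.5, 185 were called by the adjusted p (92.5%) and 171 for the interaction (85.5%). The simulated noise was normal and independent between probe sets, and all 200 changes were made together, which eases the adjusted cut-off. These shares therefore do not give the power on the real arrays. To see how many genes 2 lists share through common arrays, 100 sets of unchanged angles were simulated, and lists were drawn from them at the thresholds and, by size of change at an unadjusted p under 0.05, at the observed list sizes.

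The alternatives were the deposited scale with no further normalization, a pseudocount of 1 and of 100, leaving out the 40% dimmest probe sets, an intensity trend in the variance model, a fit to the compared groups only, the replicate number as a block, each array left out in turn, an estimated correlation in the list tests, and removal of every gene altered at all 3 angles or of none. An alternative chosen after seeing the data left out both arrays with the highest actin ratio. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The images of roots and their measurements were not used here.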

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

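The tests of a strain variant, of the WS direction at the adjusted p and of shared WS arrays at the observed list sizes were chosen only after the result was seen, and the others were set before.

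Genes with a constant difference between ecotypes were set aside by the paper and are described here as data it did not analyse. By the rule of removal, 390 probe sets differed at all 3 angles in the same direction. The mean log2 fold change over the 3 angles was 5.46 for AT2G04800, 4.93 for *HTB11* and -5.20 for AT2G15560.

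In WS at A_gp_ 45°, 5 genes without a match in the paper's Table S2 passed the adjusted test. Each had a log2 fold change over 1 in size. The 5 were AT4G12490 (-1.58, adjusted p = 0.0171), AT3G16530 (-1.18, adjusted p = 0.0105), *psbM* (-1.11, adjusted p = 0.0102), AT1G03820 (-1.07, adjusted p = 0.00794) and AT5G37990 (-1.05, adjusted p = 0.00223). Genes were matched by identifier, and that of *psbM* here has another form than those of Table S2. Its absence from Table S2 was therefore not shown, and only the others are a signal outside the genes listed there. Apart from AT4G12490, which the paper names for Col-0, they were chosen after their values were seen. In Col-0 at the same angle the log2 fold changes were 0.07 for *psbM*, -0.09 for AT3G16530, -0.31 for AT1G03820 and -0.81 for AT5G37990, and the interaction did not pass the adjusted test for any of the 4 (-1.18 for *psbM*, adjusted p = 0.485).

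Among large ecotype differences at A_gp_ 90°, more genes were higher in Col-0, namely 75.5% of 102 probe sets over 2 in size, 65.9% of 510 between 1 and 2, and 47.4% of 2372 of 1 or less. Normalization or the pseudocount as the whole cause is argued against by the lowest share over their settings, 62.5%. WS transcripts that match the probes of the array less well and a difference in expression between the ecotypes cannot be told apart here, because the 28.1 points between the largest and the smallest changes only restate the pattern and probe sequences were not analysed here.

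More genes were lower than higher in WS at A_gp_ 45°, and 1 array that stands apart is argued against, since at least 48 were lower with each array left out. Normalization and the pseudocount remain a candidate explanation for part of it by the unadjusted p, where a pseudocount of 1 gave 58.5% lower, and are argued against by the adjusted p, where the lowest share was 89.4%. A response to the backward tilt that both ecotypes have may also contribute, because 91.3% of the 46 genes lower in WS had a negative log2 fold change in Col-0, against 51.2% of all probe sets. Their median was -0.59 in Col-0 and -1.27 in WS.

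The WS angle list and Categories IV to VI shared 16 probe sets. One array as the cause is argued against, since at least 12 were shared with each array left out. With simulated unchanged angles and WS lists of the observed size, the WS arrays that both lists use gave a median of 6, and 2 of 100 sets gave at least 16. This leaves shared arrays open, because simulated lists of this size hold smaller changes. A response of WS to the angle that Col-0 lacks may contribute, although the interaction that would show it passed the adjusted test for 0 probe sets in limma, with 47 and 46 by the unadjusted p.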

How the results depend on the processing

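The alternative without both arrays with the highest actin 3'/5' ratio was chosen only after seeing the data, and the others were set before.

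No named gene with an adjusted p under 0.05 changed direction under any alternative. Of 149 comparisons of named genes, 133 had an adjusted p under 0.05, and 41 of them were weaker under at least 1 alternative (38 under one that keeps all arrays or leaves out the actin pair). Of the 16 others, 4 passed under at least 1. Fitting only the compared groups weakened 33, leaving out the actin pair 18 and a pseudocount of 1 17. Of 23 counts, 22 moved by more than 1.5 times under at least 1 alternative. Except where stated, the cause was not tested.

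In this paragraph and the next, counts come in the order Col-0 A_gp_ 45° and 135°, WS A_gp_ 45° and 135°, Col-0 against WS at A_gp_ 90°, 45° and 135°, and the interaction at A_gp_ 45° and 135°. With a pseudocount of 1 the counts by the unadjusted p were 415, 351, 585, 490, 1364, 1469, 1406, 511 and 478, by construction because low signals spread more on this scale. By the adjusted p, Col-0 A_gp_ 45° gave 0 in limma, WS 66 and 0, and Col-0 against WS at A_gp_ 45° 929. The overlap with Categories IV to VI was 266 and that of WS A_gp_ 135° with V and VI 125. With a pseudocount of 100 the counts by the unadjusted p were 8, 1, 29, 15, 328, 315, 326, 6 and 15, and by the adjusted p 5 (Col-0 A_gp_ 45°), 26 (WS A_gp_ 45°) and 327, 313 and 325 between ecotypes. The overlaps were 5 and 4, and 2 genes of Table 2 met both criteria.

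Without the 40% dimmest probe sets, so with fewer tested, counts by the unadjusted p were 25 (WS A_gp_ 135°), 408, 401 and 403 between ecotypes, and 10 and 19 for the interaction. Adjusted, they were 12 (Col-0 A_gp_ 45°), 406, 399, 402 and 1 (interaction at A_gp_ 45°). The overlaps were 7 and 3, and 2 genes of Table 2 met both criteria. The intensity trend gave 6 (Col-0 A_gp_ 45°), 14 (WS A_gp_ 135°) and 1 (interaction at A_gp_ 45°) by the adjusted p. Fits to the compared groups only, with fewer arrays behind each variance, gave 0 in Col-0 at A_gp_ 45° (19 by the unadjusted p), and in WS 9 and 0 (39 unadjusted at A_gp_ 135°). Without the actin pair, counts by the unadjusted p were 37 and 11 in Col-0 and 94 and 75 for the interaction, and by the adjusted p 1 (Col-0 A_gp_ 45°), 0 (WS A_gp_ 135°) and 2 (interaction at A_gp_ 135°). With no removal, 0 were removed, by construction. With an estimated correlation, 2 list tests kept an adjusted p under 0.05, against 9. Both were of the HPSGC, which the study chose on these samples. No count moved on the deposited scale or with the replicate block, which gave 42 in WS at A_gp_ 45° by the adjusted p and weakened 6 calls of named genes.

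Shares moved as well. With a pseudocount of 1, the share lower went from 80% to 52.8% in Col-0 at A_gp_ 45°, from 100% to 45.3% at A_gp_ 135°, from 90.2% to 58.5% in WS at A_gp_ 45° and from 63.8% to 52.6% for the interaction at A_gp_ 45°. The share higher went from 71.8% to 50.4% in WS at A_gp_ 135°, from 75.3% to 61.9% in Col-0 against WS at A_gp_ 45° and from 67.4% to 47.7% for the interaction at A_gp_ 135°. A pseudocount of 100 gave 100% lower in Col-0 and for the interaction at A_gp_ 45°, 93.3% higher for the interaction at A_gp_ 135° and 60% higher in WS at A_gp_ 135° by the adjusted p, against 83.3%. The deposited scale gave 78.8% higher for the interaction at A_gp_ 135°.

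With 1 array left out, counts by the unadjusted p ranged from 18 to 37 and from 1 to 11 in Col-0, from 53 to 81 and from 28 to 64 in WS, and from 51 to 83 and from 54 to 98 for the interaction. The adjusted counts ranged from 0 to 4 in Col-0 at A_gp_ 45° and from 25 to 55 and from 0 to 3 in WS. The overlap with V and VI ranged from 9 to 20. Counts moved without Col-0 A_gp_ 90° replicate 2 (37 in Col-0 at A_gp_ 45°), WS A_gp_ 90° replicate 1 (81 and 64 in WS, 83 and 89 for the interaction), WS A_gp_ 45° replicates 2 and 3 (76 and 77), Col-0 A_gp_ 90° replicates 2 and 3 (75 and 77 at A_gp_ 45°, and 98 at A_gp_ 135° without replicate 3), Col-0 A_gp_ 45° replicate 2 (71), WS A_gp_ 135° replicate 2 (80, and 20 in the overlap) and Col-0 A_gp_ 135° replicate 3 (82). For Col-0 at A_gp_ 135°, the values were 8, 11 and 9 without each upright array and 7, 6 and 1 without each tilted one. By the adjusted p, Col-0 at A_gp_ 45° gave 1 and 0 without upright replicates 2 and 3 and 1, 0 and 0 without each tilted array, WS at A_gp_ 45° 25 without A_gp_ 45° replicate 1, and WS at A_gp_ 135° 0, 0 and 0 without each upright array and 2, 3 and 0 without each tilted one.

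Signal over background limits what can be said of dim genes. The fold of signals near or below the pseudocount of 32 is understated, and no detection calls were used here.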

Differences from the paper's values

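In this part the alternative without both arrays with the highest actin 3'/5' ratio was chosen only after the result was seen. The alternatives set before the data were examined were the deposited scale with no further normalization, a pseudocount of 1, a pseudocount of 100, leaving out the 40% dimmest probe sets, an intensity trend, a fit to the compared groups only, the replicate block, and each array left out in turn. Where an alternative brings a value here within the bounds set around the paper's, it is named with its value, and under every alternative not named the difference stayed. A gene among the dimmest probe sets has no value without them. Counts use the paper's thresholds, an absolute log2 fold change over 1 and an unadjusted p under 0.05. The counts here are of probe sets on MAS5 signals, and the paper counts genes on RMA values. No alternative matched either, so their part in the differences was not tested. In all, 19 of the paper's values in its text differed and 17 did not, and 12 of those in its supplement differed and 46 did not.

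The paper's count of altered genes in Col-0 at A_gp_ 135° is 6 and the count here was 2. Only leaving out an array closed this difference, in 4 of 6 cases (range 1 to 11), and for the paper's 6 downregulated genes, 2 here, in 5 of 6 (range 1 to 8). The paper's 4 genes altered at both angles in Col-0 stand beside 2 here, closed in 3 of 18 cases of an array left out (range 1 to 8). In WS at A_gp_ 45°, 9 genes were upregulated in the paper and 5 here. This difference closed without the 40% dimmest probe sets, with the intensity trend and with only the compared groups, each of which gave 6, and in 3 of 6 cases of an array left out (range 5 to 14).

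After removal of constant differences, the paper's counts between ecotypes are 128, 88 and 133 at A_gp_ 90°, 45° and 135°, against 226, 221 and 235 here. A pseudocount of 100 (101, 88 and 99) and leaving out the 40% dimmest probe sets (135, 128 and 130) closed all 3, and no array left out did.

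Counts of the paper come first in each pair below. Category I had 19 and here 52 genes upregulated in Col-0 (closed by a pseudocount of 100 with 19). Category II had 15 and 32 upregulated (closed by a pseudocount of 100 with 15 and without the dimmest probe sets with 18) and 9 and 15 downregulated (closed by the deposited scale with 12, a pseudocount of 100 with 6, without the dimmest with 11, and in 7 of 18 cases of an array left out). Category III had 20 and 35 upregulated (closed by the deposited scale with 27 and without the dimmest with 20). Category IV had 30 and 92 upregulated (closed by a pseudocount of 100 with 34) and 8 and 18 downregulated (closed by none).

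Category V had 20 upregulated and 6 downregulated genes in the paper and 41 and 13 here, both closed by a pseudocount of 100 (20 and 6) and without the dimmest probe sets (27 and 7). Category VI had 14 upregulated genes in the paper and 62 here, closed by none. For Categories IV to VI together the paper's 128 stands beside 274, and for V and VI the paper's 90 beside 164, both closed by a pseudocount of 100 (108 and 70) and without the dimmest probe sets (151 and 91). Leaving out an array closed none of these.

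Of the log2 fold changes in the paper's tables, the paper gives 1.839 for AT2G25150 in WS at A_gp_ 135° in its Table 2 (with more digits, 1.83919, in its Table S2), against 1.04 here, closed by no alternative. In Table S2 for WS at A_gp_ 45°, the paper gives *EXLA3* -1.30241 against -1.85 here (closed by a pseudocount of 100, -1.14), AT5G17700 -1.51032 against -1.31 (closed by the deposited scale, -1.34, a pseudocount of 1, -1.51, and in 3 of 6 cases of an array left out) and *SP1L2* -1.86366 against -1.44 (closed only in 2 of 6 cases of an array left out). For WS at A_gp_ 135°, it gives AT3G28320 1.84934 against 1.54 (closed by a pseudocount of 1, 1.71, and in 4 of 6 cases of an array left out) and AT5G28520 1.2136 against 0.82 (closed by a pseudocount of 1, 0.92, and in 2 of 6 cases).

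The paper's tables give gene identifiers and no probe sets, so values were matched by gene identifier, and whether each comes from the same probe set is not known. In Table S3, the paper gives AT4G12490 1.407 at A_gp_ 90° against 1.93 here (closed by a pseudocount of 100, 1.66, and in 2 of 6 cases of an array left out), 0.822 at A_gp_ 45° against 2.06 and 0.402 at A_gp_ 135° against 1.50, the last 2 closed by no alternative. It gives *EXPA8* -1.156 at A_gp_ 90° against -0.79 (closed by none), *SWEET3* -1.137 at A_gp_ 135° against -1.56 (closed by a pseudocount of 100, -1.08, and in 1 of 6 cases) and AT2G25150 -1.234 at A_gp_ 135° against -0.52 (closed by none). Over the genes that could be matched, r with the paper was 0.97 at A_gp_ 45° and 0.972 at A_gp_ 135° for 46 genes of Table S2, and 0.954, 0.956 and 0.952 for 135 genes of Table S3. Of these, 14 and 10 of 46, and 42, 35 and 45 of 135, differed from the paper's value by more than the model's SD between arrays.

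Some genes that the paper counts as altered were not altered here by the same thresholds. *SWEET11* in Col-0 at A_gp_ 45° had a log2 fold change of 1.18 and an unadjusted p of 0.0606, and met the thresholds without the 40% dimmest probe sets (unadjusted p = 0.0471), with the intensity trend (0.0466), without Col-0 A_gp_ 90° replicate 2 (0.00968), and without the actin pair, chosen after seeing the values (0.0129). Without Col-0 A_gp_ 90° replicate 3 it was 0.44 (unadjusted p = 0.406). In Col-0 at A_gp_ 135°, AT1G09310 (-0.88) met them with a pseudocount of 1 (-1.03) and without Col-0 A_gp_ 90° replicate 3 (-1.35), and was -0.40 both without replicate 2 of that group (unadjusted p = 0.226) and without the actin pair (unadjusted p = 0.243). There AT3G19430 (-0.91) met them with a pseudocount of 1 (-1.10), without Col-0 A_gp_ 90° replicate 2 (-1.07), without Col-0 A_gp_ 135° replicate 1 (-1.06) and without the actin pair, chosen after seeing the values (-1.08). AT5G28520 in WS at A_gp_ 135° (0.82) met them without WS A_gp_ 135° replicate 3 (1.12), and was 0.51 without replicate 1 of that group (unadjusted p = 0.0694). *sks15* in Col-0 against WS at A_gp_ 45° (-0.98) met them with a pseudocount of 1 (-1.06) and without WS replicate 2 or 3 or Col-0 replicate 2 or 3 of that angle. AT2G25150 in Col-0 against WS at A_gp_ 135° (-0.52) met them under no setting.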

Other observations

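Simulated lists of the observed sizes and the alternative without the actin pair were chosen only after the result was seen, and the other tests in this part were set before.

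Of the skewing and waving genes that the paper's Background names, 3 had a probe set with a name here, and none of them changed with the angle by the adjusted test. *SKU5* had a log2 fold change of -0.09 in WS at A_gp_ 45° and -0.06 at A_gp_ 135°, *SPR1* of -0.20 (adjusted p = 0.347) and -0.23 (adjusted p = 0.35), and *WAG2* of 0.40 at A_gp_ 45° (adjusted p = 0.364). *WAG2* was lower in Col-0 than in WS at A_gp_ 45° (-0.61, adjusted p = 0.0315), a call lost with a pseudocount of 1 (adjusted p = 0.0516), with only the compared groups (0.0934) and without WS A_gp_ 45° replicate 1 or 2 or Col-0 A_gp_ 45° replicate 2 or 3 (largest 0.135). By the adjusted test, only the *SPIRAL1* relative *SP1L2* fell among 12 genes of microtubules and directional growth in WS at A_gp_ 45°, and its change was not shown to differ between ecotypes (interaction 0.03, adjusted p = 0.991). The list itself had an adjusted p of 0.607 and 0.915 in Col-0 at A_gp_ 45° and 135° and of 0.453 and 0.277 in WS.

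By the unadjusted p, the lists of A_gp_ 45° in Col-0 and WS shared 13 probe sets, all lower in both. In 100 simulated sets of unchanged angles with lists of the observed sizes, no more than 7 were shared, and no more than 3 in the same direction. AT2G33850, AT4G12490, AT4G14060, AT5G44400 and *SP1L2* are those with a gene name here, and none of these 5 passed the adjusted test in Col-0 (adjusted p of 0.0503 to 0.252). With the adjusted p, 2 of the 3 Col-0 probe sets were shared, neither with a gene name here. Across all probe sets, which are not independent replicates, r between the ecotypes was 0.209, and simulated values ran from -0.691 to 0.472, with 9 of 100 as large. The interaction was -0.76 for AT5G44400 (adjusted p = 0.634) and -0.13 for AT4G12490 (adjusted p = 0.961).

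The forward tilt was tested the same way. Of 28 genes higher in WS at A_gp_ 135°, 64.3% had a positive log2 fold change in Col-0, against 48.7% of all probe sets, with a median of 0.05 in Col-0 and 1.3 in WS. A response that both ecotypes have and one of WS alone cannot be told apart here, because 28 genes are few and the interaction at this angle passed the adjusted test for 0 probe sets in limma (46 by the unadjusted p).

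Auxin and hypoxia genes passed no list test in the angle comparisons. The 8 auxin genes had an adjusted p of 0.723 and 0.878 in Col-0 and 0.774 and 0.731 in WS at A_gp_ 45° and 135°, and the 5 hypoxia genes one of 0.535 and 0.778, and 0.914 and 0.892. No gene of either list passed the adjusted test in limma at an angle, and by the unadjusted p at most 1 of each list did in a comparison. The 14 genes named in the paper's text, chosen by the study on these samples and so no independent list, were lower in Col-0 at A_gp_ 135° (mean -0.36, adjusted p = 0.00583, or 0.0686 with an estimated correlation) and higher in the interaction there (mean 0.58, adjusted p = 0.0275, or 0.106 with an estimated correlation). Their adjusted p was 0.535 in Col-0 at A_gp_ 45°, 0.806 and 0.878 in WS, and 0.0771 in Col-0 against WS at A_gp_ 135°. At A_gp_ 135° in Col-0, the expansins had an adjusted p of 0.651, sugar transport and cleavage 0.914 and the xyloglucan endotransglucosylase/hydrolases 0.535. Sugar starvation genes had 0.878 in Col-0 and 0.166 in WS at A_gp_ 45°.

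Lists with too few named probe sets for a test gave single genes. In the angle comparisons only AT4G12490 and the heat shock gene AT1G52560 passed, both in WS at A_gp_ 45°. In the others, namely *EXPA7* and *EXPA18* of root hairs, *LEA4-5*, *COR47*, *COR15A* and *HIS1-3* of abscisic acid, AT1G76640 and *CML23* of touch, *RCA* of shoots, *SIS* of salt, *PDF1.2* and *THI2.1* of jasmonate, *COR27*, *CCL* and *GI* of the clock, *BHLH101* and AT1G47400 of iron, and AT4G12500 of lipid transfer, none passed in limma in the angle comparisons, and of these *HIS1-3* and *SIS* met the unadjusted criteria. 

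Some of these genes differed between ecotypes, with calls that several alternatives ended. *COR27* was higher in Col-0 at A_gp_ 45° (0.99, adjusted p = 0.0353), and lost the call with a pseudocount of 1 (0.101), with only the compared groups (0.0919), with the replicate block (0.0504), without WS A_gp_ 45° replicate 2 (0.62, adjusted p = 0.163) and without each Col-0 A_gp_ 45° array (largest 0.103). *LEA4-5* was lower at A_gp_ 90° (-0.86, adjusted p = 0.0323), and lost it with a pseudocount of 1 (0.131), with only the compared groups (0.064) and without WS A_gp_ 90° replicate 2 or 3 or Col-0 A_gp_ 90° replicate 1 or 2 (largest 0.15) and without the actin pair (0.204). AT1G47400 was lower at A_gp_ 90° (-1.07, adjusted p = 0.0191), and lost it with only the compared groups (0.0929) and without WS A_gp_ 90° replicate 1 or 2 or Col-0 A_gp_ 90° replicate 1 or 3 (largest 0.0934). At A_gp_ 135° AT1G47400 (-0.91, adjusted p = 0.0449) lost it on the deposited scale (0.0555), with a pseudocount of 1 (0.0676), with only the compared groups (0.067), with the replicate block (0.0656) and without any 1 of 5 arrays, Col-0 A_gp_ 135° replicate 3 being the exception (largest 0.178).

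Of the sugar transporters, *SWEET3* was lower in Col-0 at all 3 angles (-1.02, -1.71 and -1.56 at A_gp_ 90°, 45° and 135°), at A_gp_ 90° not without WS A_gp_ 90° replicate 3 (adjusted p = 0.0631) or Col-0 A_gp_ 90° replicate 3 (0.0687), nor without the actin pair (0.0871). *SWEET2* was higher at all 3 angles (0.64, 0.92 and 0.66), and *SWEET16* was higher at A_gp_ 135° (0.82, adjusted p = 0.00854 by limma). *SWEET13* was lower at A_gp_ 45° (-0.73), not with only the compared groups (adjusted p = 0.0607), and at A_gp_ 135° (-0.82).

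Other splits of the same arrays were counted for each comparison. For 3 arrays against 3 there are 10 splits, too few for a share under 0.05. By the unadjusted p, the real split and the highest other gave 20 and 7 in Col-0 at A_gp_ 45°, 51 and 11 in WS at A_gp_ 45°, 39 and 7 in WS at A_gp_ 135°, and 616 and 28, 611 and 13, and 625 and 12 between ecotypes at A_gp_ 90°, 45° and 135°, and 1 split of 10, the real one, gave as many in each. With the adjusted p these were 3 and 0, 42 and 0, 6 and 1, 612 and 0, 605 and 0, and 616 and 0. In Col-0 at A_gp_ 135° the real split gave 2 and another gave 23, and 6 of 10 gave at least 2 (0 and 1 by the adjusted p, 10 of 10). With so few splits, what gave the higher count of the other split cannot be told and was not tested. For the interaction, 100 splits were drawn, and 26 gave at least the real 47 at A_gp_ 45° (highest 245) and 29 the real 46 at A_gp_ 135° (highest 176), so chance is not excluded. By limma's adjusted p the real counts were 0, reached by 100 of 100, and other splits gave up to 111 and 2. Angles were shuffled in each ecotype separately, so a split can also hold an effect of the angle itself. What gave the higher counts was not tested.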
